# PCM1 is necessary for focal ciliary integrity and is a candidate for severe schizophrenia

**DOI:** 10.1038/s41467-020-19637-5

**Published:** 2020-11-19

**Authors:** Tanner O. Monroe, Melanie E. Garrett, Maria Kousi, Ramona M. Rodriguiz, Sungjin Moon, Yushi Bai, Steven C. Brodar, Karen L. Soldano, Jeremiah Savage, Thomas F. Hansen, Donna M. Muzny, Richard A. Gibbs, Lawrence Barak, Patrick F. Sullivan, Allison E. Ashley-Koch, Akira Sawa, William C. Wetsel, Thomas Werge, Nicholas Katsanis

**Keywords:** Behavioural genetics, Disease genetics, Neuroscience, Schizophrenia

## Abstract

The neuronal primary cilium and centriolar satellites have functions in neurogenesis, but little is known about their roles in the postnatal brain. We show that ablation of pericentriolar material 1 in the mouse leads to progressive ciliary, anatomical, psychomotor, and cognitive abnormalities. RNAseq reveals changes in amine- and G-protein coupled receptor pathways. The physiological relevance of this phenotype is supported by decreased available dopamine D2 receptor (D2R) levels and the failure of antipsychotic drugs to rescue adult behavioral defects. Immunoprecipitations show an association with Pcm1 and D2Rs. Finally, we sequence *PCM1* in two human cohorts with severe schizophrenia. Systematic modeling of all discovered rare alleles by zebrafish in vivo complementation reveals an enrichment for pathogenic alleles. Our data emphasize a role for the pericentriolar material in the postnatal brain, with progressive degenerative ciliary and behavioral phenotypes; and they support a contributory role for *PCM1* in some individuals diagnosed with schizophrenia.

## Abstract (web summary)

The role of ciliary/centriolar components in the postnatal brain is unclear. Here, the authors show via ablation of *Pcm1* in mice that degenerative ciliary/centriolar phenotypes induce neuroanatomical and behavioral changes. Sequencing of *PCM1* in human cohorts and zebrafish in vivo complementation suggests PCM1 mutations can contribute to schizophrenia.

## Introduction

Schizophrenia (SZ) is a disorder with a complex genetic architecture^1^. Studies focusing on common allele associations or rare allele burden under a variety of experimental designs have made progress in discovering associated loci. However, these have required large sample sizes to reveal significant signals^2,3^, indicating that SZ is genetically and clinically heterogeneous with multiple driving processes.

Among candidate biological pathways to emerge from genome-wide association and sequencing studies has been modulators of synaptic transmission; however, these account for a modest fraction of the genetic burden of SZ^2^. Centrosomal and ciliary dysfunction have also been highlighted among candidate pathways. For instance, common alleles near the known ciliopathy-encoding locus *SDCCAG8* have been reported in case-control association studies and have reached genome-wide significance^2,4^. Locus-specific analyses have shown association with ciliary and centriolar loci including *AHI1*^5^, *NUDEL*^6^, *PCNT*^7^, and *PCM1*^8^. This observation is unsurprising, since ablation of ciliary and centriolar proteins in the mouse causes significant neurogenesis and behavioral phenotypes. Moreover, Bardet-Biedl individuals (a model ciliopathy) with deleterious ciliary alleles exhibit a higher incidence of cognitive deficits and psychosis compared to the general population^9^.

These findings have led to the hypothesis that the cilium—an organelle critical for paracrine signaling, microtubule organization, cell cycle regulation, and cell polarization—may also be relevant to the development of psychiatric disorders^10^. Several groups have reported trend-level associations of variants in pericentriolar material 1 (*PCM1*, OMIM (600299)) with SZ^8,11–13^, with one study suggesting an association with a specific subset of SZ individuals with volumetric changes in the orbitofrontal cortex gray matter^8^. Although caution is warranted when interpreting gene-specific association tests, we noted that several known biochemical interactors with PCM1 include the credible SZ candidates SDCCAG8^14^, RPGRIP1L^15^ and PCNT^16^. In addition, we reported a nonsense *PCM1* mutation in a SZ individual treated with clozapine, suggesting deleterious variants in ciliary genes may be enriched in cases affected by treatment-refractory SZ.

Here, we present murine, zebrafish, and patient data which highlight a role for *PCM1* in a subset of SZ cases. We find that ciliary integrity progressively declines in adult *Pcm1*^*−/−*^ mice, accompanied by adult-onset anatomical, behavioral, and psychomotor deficiencies. Those deficits are resistant to antipsychotic drugs. Next, we sequence two cohorts of individuals with severe SZ and use zebrafish in vivo complementation to discover an over-representation of rare pathogenic *PCM1 variants*. Our results suggest *PCM1* plays a role in some SZ cases, and point to a postnatal role for the cilia in maintaining brain structure and function.

## Results

### Pcm1^−/−^ mice exhibit adult anatomical and behavioral defects

To examine the in vivo role of *Pcm1*, we developed a mutant mouse from embryonic stem cells harboring a gene-trap insertion (Supplementary Fig. 1a). Loss of *Pcm1* was verified through mRNA, western blot, and by immunofluorescence (Supplementary Fig. 1b–e and Supplementary Fig. 7c). 

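The mRNA libraries of this study show the transcript in every animal sequenced. *Pcm1* (ENSMUSG00000031592) lies on chromosome 8 of the mouse genome GRCm38, from 41239752 to 41332344 on the plus strand. The authors deposited the number of reads they counted on each gene, without normalization, for 3 WT and 3 *Pcm1*-/- mice in each of 3 brain regions. In the frontal cortex, 3425 to 4032 reads were counted on *Pcm1* in the WT libraries and 346 to 396 in the mutant libraries. The striatum gave 4172 to 4919 reads in WT libraries and 443 to 520 in mutant libraries, and the hippocampus 3688 to 4322 and 313 to 432. Normalized for library size (CPM) with edgeR's TMM factors, *Pcm1* measured 130.8 ± 14.2 CPM (SD, n = 3) in WT frontal cortex and 11.8 ± 0.0694 CPM (SD, n = 3) in *Pcm1*-/- frontal cortex. WT striatum had 165 ± 12.0 CPM and mutant striatum 16.9 ± 0.817 CPM (SD, n = 3 each). WT hippocampus had 145 ± 4.99 CPM and mutant hippocampus 12.7 ± 0.727 CPM (SD, n = 3 each). The mutant mean was 9.05% of the WT mean in the frontal cortex, 10.2% in the striatum and 8.78% in the hippocampus. Every library labelled *Pcm1*-/- had fewer *Pcm1* reads than every WT library of its region, so no library went against its genotype label. Counts per gene do not show which part of the transcript the remaining reads came from.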

The offspring genotypes were consistent with Mendelian segregation, suggesting an absence of prenatal lethality. Given the established roles for ciliary and PCM-associated proteins in neurodevelopment and the fact that Pcm1 is expressed in the mouse ventricular zone during neurogenesis^17^, we were surprised to discover that mice lacking *Pcm1* failed to show overt congenital malformations. Although axonemal mouse mutants are often lethal prenatally, *Pcm1*^*−/−*^ mice had no appreciable prenatal pathology and showed minimal postnatal anatomical or functional sensory deficits (Supplementary Fig. 1f, g). Brain volumetric analyses at P0 (post-natal day 0) revealed the lateral ventricles and hippocampi to be indistinguishable from control littermates. Likewise, staining of cortical slices at P3 with antibody markers for layers II-IV (CUX1) and V (CTIP2) failed to reveal any gross lamination defects (Supplementary Fig. 1h).

Because of the possible association of *PCM1* in SZ individuals with brain volumetric changes later in life^8^, we repeated these analyses after P90. Brain sections from adult mice showed a clear increase in lateral ventricular size, which we quantified by stereology (Fig. 1a–c). Although this phenotype is not unique to SZ, it is one of the most consistent brain abnormalities in SZ^18^. Motivated by these sectioned tissue differences, we decided to quantify the phenotype in situ using magnetic resonance imaging (MRI) (Fig. 1d). We replicated the lateral ventricle size differences increase in the mutants compared to wild-type (WT) (Fig. 1e, f). In addition, corresponding to observations from individuals with SZ^19^, we saw a reduced overall brain mass in adult *Pcm1*^*−/−*^ mice (Fig. 1g, h). Our MRI studies revealed this decrease was predominantly driven by reductions in cortical volume (Fig. 1i, j), another consistent hallmark of SZ^20^. Although we could not detect a significant reduction in cortical layer thickness (Supplementary Fig. 2a, b), we found a lower neuronal density in *Pcm1*^*−/−*^ cortex (Fig. 1k), which has been linked to disease risk^21^. Similarly, we detected a reduced striatal volume in *Pcm1*^*−/−*^ mice (Fig. 1l, m). While there are differences in striatal neuroanatomy between mice and humans, striatal dysfunction is thought to be a fundamental underlying feature of SZ^22^. We suspected reduced hippocampal volume, based on the two-dimensional view of the tissue (Fig. 1a, Supplementary Fig. 2c), so we were surprised to find that 3-D MRI showed hippocampal volumes similar to WT. Histology revealed that the hippocampal subfields had similar thicknesses to the control (Supplementary Fig. 2d–f). However, we noticed an altered hippocampal morphology in the *Pcm1*^*−/−*^ mice, which we quantified as the ratio of the length of the septal pole to the temporal pole. We found that *Pcm1*^*−/−*^ mice had a relatively shorter septal pole (Supplementary Fig. 2e, g). This result is in contrast to other ciliopathies, which present with reduced hippocampal volumes^23,24^.

**Fig. 1:**
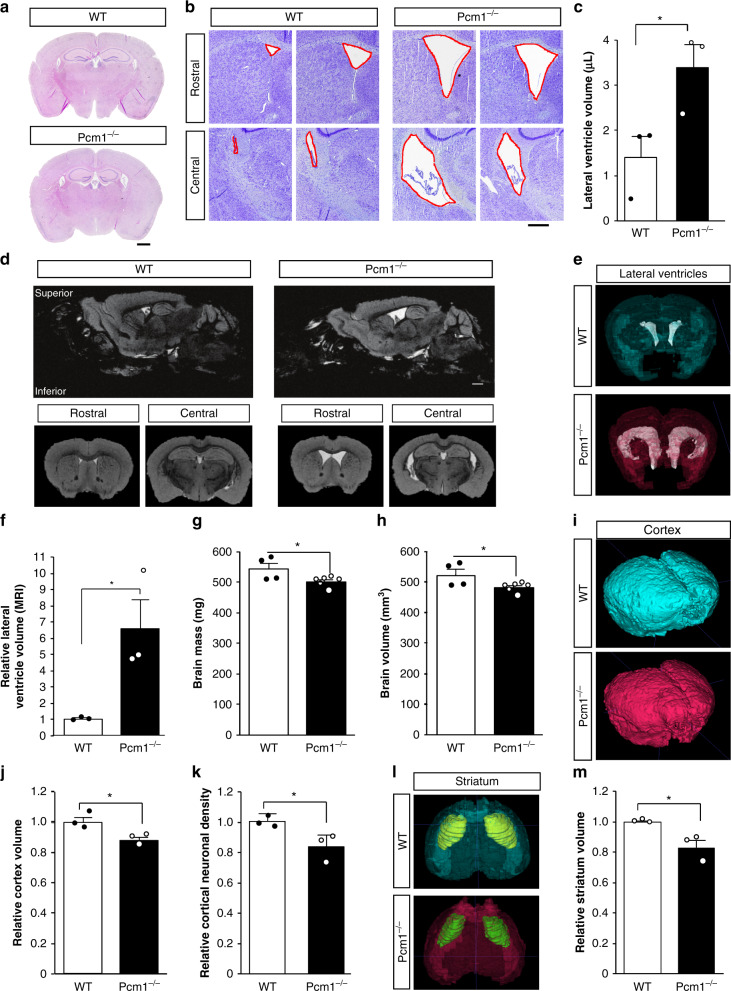
Neuroanatomical defects in adult *Pcm1*^*−/−*^ mice. **a** Representative H&E sections from control and *Pcm1*^*−/−*^ brains. Scale 1 mm (**b**) Representative Cresyl violet histological sections from two WT and two *Pcm1*^*−/−*^ brains depicting enlarged ventricles in the mutant. **c** Lateral ventricle volume by stereology (*N* = 3; *p* = 0.047). Scale 0.4 mm (**d**) Representative slices from adult WT and *Pcm1*^*−/−*^ brain MRIs. Scale 0.6 mm (**e**) Representative volumetric views of the lateral ventricles. **f** Lateral ventricle volume (*N* = 3; *p* = 0.036). **g** Total brain size (*N* = 4 and 6); *p* = 0.05). **h** Total brain volume (*N* = 4 and 6; *p* = 0.05). **i** Representative volumetric views of the cortex. **j** Cortex volume (*N* = 3; *p* = 0.035). **k** Cortical neuron density (*N* = 4; *p* = 0.045). **l** Representative volumetric views of the striatum (anterior view, shown with transparent cortex). **m** Striatal volume (*N* = 3; *p* = 0.027). Data presented as mean ± SEM; *p < 0.05, WT vs. *Pcm1*^*−/−*^. Two-sided *t*-tests, without adjustments. Source data and detailed statistical information are provided as a Source Data File.

Due to morphological abnormalities in *Pcm1*^*−/−*^ mice similar to some SZ individuals, we conducted behavioral tests on adult P90-P120 mice. We quantified locomotion in the open field, as enhanced activity in rodents may reflect the hyperdopaminergia or hypoglutamatergia associated with SZ. Spontaneous activity was augmented in *Pcm1*^*−/−*^ mice compared to WT littermates (Fig. 2a, b). To examine whether locomotor responses to psychostimulants was abnormal, mice were habituated for 60 min to the open field, administered acutely vehicle or different doses of phencyclidine (PCP), and returned immediately to the open field. Following injection PCP-stimulated hyperlocomotion in both genotypes was dose-dependent (Fig. 2c). However, *Pcm1*^*−/−*^ mice were hyper-responsive to both doses of PCP relative to WT.

**Fig. 2:**
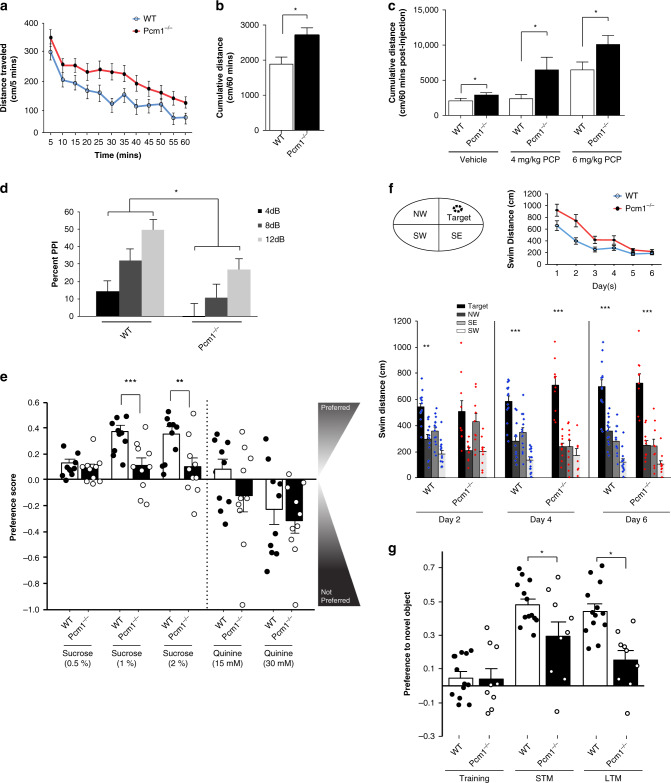
Behavioral defects in adult *Pcm1*^*−/−*^ mice. **a** Spontaneous activity in the open field at 5 min intervals over 60 min. **b** Cumulative distance travelled in the open field. (**a**–**b**, *N* = 21 WT, *N* = 30 *Pcm1*^*−/−*^; *p* < 0.001 (time), *p* = 0.04 (genotype)). **c** Locomotor responses to PCP in the open field as cumulative distance travelled (*N* = 11 and 18 mice/genotype/treatment condition; *p* = 0.04). **d** Prepulse inhibition to the 4, 8, and 12 decibel (dB) prepulses (*N* = 11 and 12 mice/genotype; *p* = 0.006 (genotype), *p* < 0.001(PPI), *p* = 0.013 (genotype)). **e** Anhedonia-like responses in *Pcm1*^*−/−*^ mice as determined in a two-bottle sucrose preference test with different concentrations of sucrose. Because responses to quinine were not distinguished by genotype, gustatory responses appeared similar in the two groups (*N* = 10 mice/genotype/repeated test condition; *p* = 0.002 (1% sucrose), *p* = 0.013 (2% sucrose)); overall effect of quinine concentration with all mice consuming less of the 30 mM quinine compared to water alone (*p* = 0.015); overall drinking volumes did not differ between genotypes and test conditions (range 8–10 ml/night/mouse). **f** Morris water maze performance showing the location of the hidden platform (Target) in the northeast (NE quadrant), as well as acquisition learning and probe trial performance. For acquisition an overall genotype effect for swim distance was found, *p* = 0.035. Probe trials showing swim distance in each quadrant, NE (Target), NW = northwest, SE = southeast, and SW = southwest quadrants. For probe tests significance denoted for target relative to remaining quadrants (*N* = 10 and 14 mice/genotype; within subjects contrast Probe Day × Genotype × Quadrant (quadratic), *p* = 0.004. No genotype differences detected. **g** Novel object recognition memory performance showing preference for the novel or familiar objects at training and on tests for short-term (STM) and long-term memory (LTM) (*N* = 9 and 13 mice/genotype; RMANOVA Test Day × Genotype *p* = 0.022). Data presented as means ± SEM; behavioral data analyzed by *t*-tests, ANOVA, or repeated measures ANOVA with Bonferroni corrected *post-hoc* tests. *p < 0.05; **p < 0.01, ***p < 0.001, WT vs. *Pcm1*^*−/−*^. Source data and detailed statistical information are provided as a Source Data File.

We quantified WT and *Pcm1*^*−/−*^ littermates’ prepulse inhibition (PPI), a test for sensorimotor gating which is abnormal in SZ as well as in several other psychiatric disorders. Although PPI increased in an intensity-dependent fashion in both genotypes, *Pcm1*^*−/−*^ mice had reduced PPI at 8 and 12 dB prepulse intensities relative to WT (Fig. 2d). Null activities were similar between genotypes (Supplementary Fig. 3a), while startle responses were enhanced in mutant mice (Supplementary Fig. 3b). The hyperactivity in open field and the reduced PPI in adult *Pcm1*^*−/−*^ mice suggest that mutants present with positive-like  symptoms of SZ-like behaviors. In addition, responses to PCP in the open field potentially suggest that dopaminergic and/or glutamatergic neurotransmission may be abnormal in *Pcm1*^*−/−*^.

To assay for negative symptoms of SZ-like behaviors, we tested mice for anhedonia-like responses. WT and *Pcm1*^*−/−*^ littermates housed individually were presented with two identical bottles containing water. Following stable intake, one of the bottles was replaced with a sucrose solution and we quantified their preferences. Across increasing concentrations of sucrose, WT mice showed the increased sucrose preference (Fig. 2e). However, the mutants displayed a reduced preference for 1% and 2% sucrose relative to the WT. By comparison, responses to quinine (bitter taste) were not different between the genotypes, indicating that anhedonia-like behavior in the *Pcm1*^*−/−*^ mice was not due to gustation abnormalities.

To quantify cognitive function, we subjected *Pcm1*^*−/−*^ mice to the Morris water maze and to the novel object recognition memory tests (NORM). In the water maze, all mice learned the location of the hidden platform. However, during acquisition *Pcm1*^*−/−*^ mice swam longer distances on days 2 and 3 than WT (Fig. 2f). On probe trials, we observed WT mice swam farther in the target than in the other three quadrants on days 2, 4, and 6. By contrast, on day 2 *Pcm1*^*−/−*^ mice failed to distinguish the target from the southeast quadrant. By days 4 and 6 these mutants learned the location of the hidden platform. In the NORM, at training both WT and *Pcm1*^*−/−*^ mice did not prefer one of the identical objects over the other (Fig. 2g). However, when one of the familiar objects was replaced with a novel object 30 min or 24 h after training, both short- (STM) and long-term memory (LTM) were observed to be deficient in the *Pcm1*^*−/−*^ mice. As control, we examined the total numbers of object contacts and the duration of contacts across training, and STM and LTM testing (Supplementary Fig. 4a, b). Since no significant genotype differences were observed at any of these times, the deficiency in episodic STM and LTM cannot be attributed to failure to interact with the objects. These findings indicate that *Pcm1*^*−/−*^ mice are deficient in spatial and episodic memory and they further suggest a role for centriolar satellites in phenotypes related to SZ.

### Spatiotemporal degenerative ciliary defects in *Pcm1* mutants

Previous studies showed that *PCM1* is necessary for ciliogenesis in vitro and suppression of its mRNA can lead to loss of cilia and/or a reduction in cilia length^25,26^. Complete loss or severe shortening of cilia is incompatible with mammalian life^10^; however, *Pcm1*^*−/−*^ animals survive gestation, suggesting that the initiation of cilia growth is not regulated solely by *Pcm1*. We assayed for ciliary defects in the CNS at four stages of post-natal development: P4 neonates, P21 juveniles, P40 prepubescent mice, and P90 adults. Using an antibody against type 3 adenylyl cyclase (AC3) that marks the length of the ciliary axoneme in neurons, we observed normal-appearing cilia at P4 (Supplementary Fig. 5a). By P21 we observed bulbous cilia in the amygdala and prelimbic cortex (Fig. 3a, d). By P40, cilia were shorter in the amygdala and prelimbic cortex, as well as in the CA1 hippocampus (but not in the CA3 and dentate gyrus) (Fig. 3b, e). At P90 the distribution of aberrant cilia remained localized spatially to the sites observed at P40; however, the frequency increased and included the septal nuclei and striatum (Fig. 3f, Supplementary Fig. 5b, c; Supplementary Fig. 10). Counter-staining AC3-positive cilia with a second ciliary marker (Arl13b) showed a similar pattern (Supplementary Fig. 5c), indicating that cilia, and not localization of AC3 protein, were defective. This spatial and temporal appearance of irregular cilia was unanticipated as *PCM1/Pcm1* is expressed ubiquitously in the CNS during human brain development (Human Brain Transcriptome^27^) and in the mouse brain (Allen Brain Atlas^28^) (Supplementary Fig. 5d, e). The apparently progressive nature of the structural ciliary defects in our mutants raises the question as to whether adult behavioral phenotypes are also progressive. Correspondingly, we found no behavioral differences in spontaneous locomotor activity in open field, PPI, or NORM in juvenile (P21) mice (Supplementary Fig. 5a–c, e). Similarly, at pubescence (P40), we did not detect any genotype differences in spontaneous locomotor activity or anhedonia (Supplementary Fig. 5b, d). Nevertheless, a deficit in PPI emerged at P40, with responses in *Pcm1*^*−/−*^ mice being significantly reduced at each prepulse intensity relative to WT (Supplementary Fig. 6c). Only null activities were reduced in p21 mutants whereas no other genotype effects for null or startle activities were found in the P21 and P40 mice (Supplementary Fig. 3c–f). Despite this fact, episodic STM and LTM were impaired at P40 in *Pcm1*^*−/−*^ mice (Supplementary Fig. 4c–f; Supplementary Fig. 6e). The duration and number of contacts with objects was significantly higher in the P21 mutants while no genotype differences were observed in the P40 mice (Supplementary Fig. 5a–d). Collectively, these findings suggest that the ciliary defects in *Pcm1*^*−/−*^ mice are progressive and may need to reach a critical level before behavioral phenotypes emerge.

**Fig. 3:**
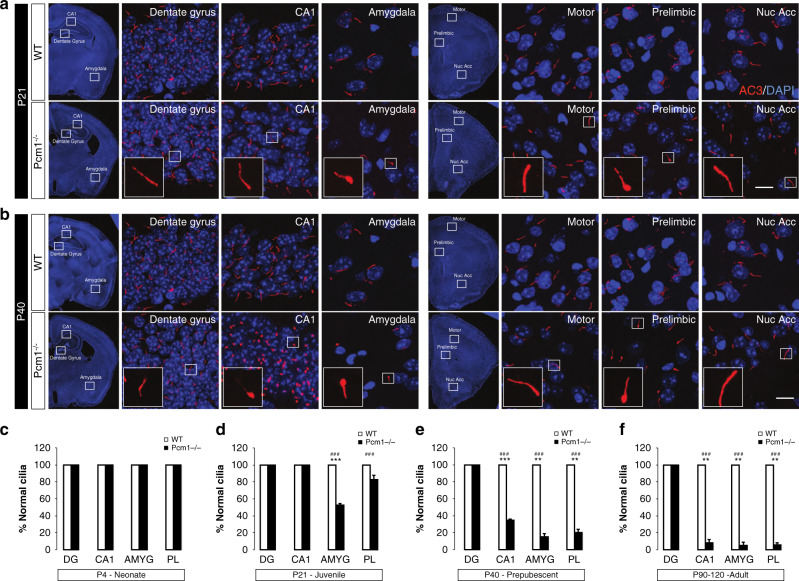
Temporal and spatial ciliary abnormalities at different ages. **a** Coronal brain images revealing bulbous cilia in the prelimbic cortex and amygdala of P21 *Pcm1*^*−/−*^ mice. Scale 5 µm (**b**) At P40, brain regions in the *Pcm1*^*−/−*^ mice showing an increased frequency of bulbous cilia. Scale 5 µm (**c**–**f**) Bar graphs showing the proportion of normal cilia in various brain regions from P4 (**c**), P21 (**d**), P40 (**e**), and P90 (**f**) in WT and *Pcm1*^*−/−*^ mice (**c**–**f**; *N* > 30 cilia/region/mouse, 3 mice/genotype; *t*-test *p* < 0.001 P21 AMYG; *p* < 0.001 P21 CA1; *p* = 0.004 P40 AMYG; *p* = 0.005 P40 PL; *p* = 0.004 P90 CA1; *p* = 0.003 P90 AMYG; *p* = 0.0012 P90 PL). DG dentate gyrus, AMY amygdala, PL prelimbic cortex. χ^2^ test, ^###^*p* < 0.001; *t*-tests, mean ± SEM **p < 0.01, ***p < 0.001, WT vs. *Pcm1*^*−/−*^. Source data and detailed statistical information are provided as a Source Data File.

### RNAseq and functional analyses reveal GPCR pathway defects

To identify the subcellular abnormalities associated with the gross morphological and behavioral defects of our mutants, we performed RNAseq on frontal cortex, striatum, and hippocampus from *Pcm1*^*−/−*^ and WT littermates. 

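The experiment comprised 18 libraries, 3 per genotype in each of the 3 regions. The kit selected polyadenylated RNA and kept the strand of each transcript. The authors trimmed the reads, mapped them to GRCm38 with STAR, kept only reads mapped to a single place, and counted them on genes with HTSeq. Because reads with several possible places were dropped, a gene with near-identical copies elsewhere is undercounted. The paper's text does not name the strand setting of the counting, so genes that overlap on opposite strands are uncertain. Each deposited library holds whole-number counts for 38561 genes.

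In the frontal cortex, the counts on genes per library ranged from 26535872 to 29716439 in WT (median 27884638) and from 29132185 to 33405081 in mutants (median 32649146). Striatum libraries held 27388776 to 27804843 counts in WT (median 27492168) and 27579481 to 30217605 in mutants (median 28591959). Hippocampus libraries held 25721784 to 27628817 counts in WT (median 26275468) and 24950537 to 32422309 in mutants (median 30046822). Of the reads entering the counting, 86.8% to 89.2% per library were assigned to a gene. Counts of libraries from the same group differed by more than the sampling noise in all 18 pairs (chi-square per degree of freedom of 7.02 to 59.0), so no library of a group repeats another.

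Each region was tested on its own, 3 WT against 3 mutant libraries, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment across genes. A gene was called differentially expressed at an adjusted p under 0.05, since the paper's text names no threshold. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the test's F statistic. In the striatum, the WT libraries were all sequenced in lane 5 and the mutant libraries in lanes 3 and 4, so lane and genotype cannot be told apart in that region. Frontal cortex libraries came from lanes 3, 4 and 5 in WT and from lanes 4, 5 and 5 in mutants, and hippocampus libraries from lanes 3, 4 and 5 in WT and lanes 3, 3 and 5 in mutants.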

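Clustering used Pearson correlations of log2 CPM between all 18 libraries, over 17545 genes, with a prior count of 2 and average linkage. For 18 of the 18 libraries, the closest other library came from the same brain region. Divided into 3 branches, the tree held 6 libraries in each, and each branch held a single region. Correlations between libraries of different regions lay between 0.932 and 0.969, with a median of 0.945 over 108 pairs. Within a region, pairs of the same genotype had a median correlation of 0.990 (0.982 to 0.994, 18 pairs) and pairs of different genotypes a median of 0.989 (0.972 to 0.993, 27 pairs). The gap between genotypes was therefore smaller than the spread between libraries of 1 genotype. The closest library had both the same region and the same genotype for 11 of the 18 libraries. Spearman correlation, a prior count of 0.5, DESeq2's size factors and the 500 most variable genes each left the number of libraries closest to their own region at 18.

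Genotype effects were compared between regions across genes, which are not independent replicates. Log2 fold changes correlated with Pearson coefficients of 0.449 between frontal cortex and striatum (12427 genes), 0.459 between frontal cortex and hippocampus (12543 genes) and 0.578 between striatum and hippocampus (12646 genes). The 3 regions came from the same animals, so these effects share any difference between the animals themselves.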

Hierarchical clustering revealed the highest correlation between samples of the same anatomical region, with pairwise differential expression between genotypes showing clear reproducibility within those regions (see Methods, Fig. 4a, Supplementary Fig. 7a, b). 

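For *Pcm1*, the log2 fold change between *Pcm1*-/- and WT libraries was −3.46 in the frontal cortex (standard error 0.0867, adjusted p = 4.60e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was −3.29 in the striatum (standard error 0.0769, adjusted p = 1.46e-06) and −3.51 in the hippocampus (standard error 0.0805, adjusted p = 2.34e-06), by edgeR's quasi-likelihood test. In each region *Pcm1* had the smallest p of all 17545 genes tested. Ranked among falling genes only, the next gene was *Rreb1* in the frontal cortex (adjusted p = 0.00545, edgeR), *Dctd* in the striatum (adjusted p = 0.0551, edgeR) and *Gm5345* in the hippocampus (adjusted p = 0.170, edgeR). *Dctd* and *Gm5345* lie within 10 Mb of *Pcm1*, and these 3 genes were named after their values were seen, for their rank. By size of the change, 21 genes in the frontal cortex, 49 in the striatum and 23 in the hippocampus had a lower log2 fold change than *Pcm1*. With each library left out in turn, the fold change stayed between −3.54 and −3.38 in the frontal cortex, −3.35 and −3.26 in the striatum, and −3.54 and −3.47 in the hippocampus. The setting that moved it most was the fit of all 18 libraries with lane as a covariate, which gave −3.20 in the striatum. A block on the replicate number gave −3.46 in the frontal cortex and −3.51 in the hippocampus. Same-numbered libraries of both genotypes deviated together in those regions, with a mean correlation of 0.241 in the frontal cortex and 0.337 in the hippocampus, which is the pairing the block removes.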

As expected, *Pcm1* was the most significantly down-regulated gene across all regions (Supplementary Fig. 7c). We then performed Gene Set Enrichment Analysis (GSEA^29^) to discover gene ontology (GO) pathways significantly different between genotypes. 

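Gene sets were tested here by preranked GSEA with fgsea, and genes were ranked by the square root of the F statistic carrying the sign of the log2 fold change. The paper's GO sets were not used here. In their place, 5 receptor lists were written from receptor nomenclature. They hold amine receptors, G protein-coupled receptors, neuropeptide receptors, glutamate receptors, and neurotransmitter receptors including ligand-gated channels. Of the 50 amine receptor genes listed, 46 were matched to the counts and 33 were tested. For G protein-coupled receptors, 358 were listed, 351 matched and 276 tested. The lists overlap, so their results are not independent. A positive normalized enrichment score (NES) means that the listed genes lean toward higher expression in *Pcm1*-/- libraries. The p-values, which come from permuting genes and not animals, were adjusted over 5 lists in 3 regions. Other splits of the 6 libraries of a region, which mix the genotypes, gave amine receptor scores as far from 0 as 2.14 occurred in the frontal cortex, 1.87 in the striatum and 2.10 in the hippocampus.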

Across the tissues, we identified significant changes in neurological signaling pathways (Supplementary Table 2). 

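Neurotransmitter receptors, 91 genes tested, had an NES of 2.92 in the frontal cortex (adjusted p = 7.50e-20, GSEA permutation), 2.73 in the striatum (adjusted p = 7.79e-15) and 2.35 in the hippocampus (adjusted p = 3.75e-09, GSEA permutation). In the frontal cortex, 78 of these genes were higher in *Pcm1*-/- libraries and 13 lower, with a median log2 fold change of 0.22. The striatum had 71 higher and 20 lower (median 0.20), and the hippocampus 55 higher and 36 lower (median 0.16). At an adjusted p under 0.05 over all genes, 16 rose and 0 fell in the frontal cortex. No gene of the list passed in the striatum or hippocampus, where 39 rose and 3 fell, and 27 rose and 10 fell, at an unadjusted p under 0.05. Adjusted over the list alone, 34 rose in the frontal cortex, 24 rose and 2 fell in the striatum, and 19 rose and 2 fell in the hippocampus. Groups of 3 that do not overlap were found for 44.0%, 41.8% and 45.1% of the genes in the frontal cortex, striatum and hippocampus, where chance gives 10%. The ranking moved these scores most, as a signal-to-noise ratio of log2 CPM gave an NES of 1.28 in the striatum and −0.89 in the hippocampus. That ratio puts a floor under each SD that grows with the mean log2 CPM, so abundant genes weigh less in it. With the replicate number as a block, which takes out the pairing of same-numbered libraries (mean correlation 0.241 in the frontal cortex and 0.337 in the hippocampus), the NES was 2.96 in the frontal cortex and 2.46 in the hippocampus.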

Strikingly, across all three regions, we found two pathways consistently mis-regulated: G-protein coupled receptor (GPCR) activity and amine receptor activity (Fig. 4b). 

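G protein-coupled receptors had an NES of 2.60 in the frontal cortex (adjusted p = 7.50e-20), 2.42 in the striatum (adjusted p = 1.60e-16) and 2.23 in the hippocampus (adjusted p = 5.77e-13, GSEA permutation over genes). Amine receptors had an NES of 2.49 in the frontal cortex (adjusted p = 1.91e-09), 2.54 in the striatum (adjusted p = 1.87e-09) and 2.17 in the hippocampus (adjusted p = 1.24e-05, GSEA permutation over genes). All 6 scores were positive, toward higher expression in *Pcm1*-/- libraries. Oligodendrocyte, microglia and blood vessel genes were lower as groups in mutants in all 3 regions, while a pan-neuronal list did not change. A different make-up of the tissue therefore remains a possible explanation for each receptor list. Leaving out each library in turn kept the amine score between 2.40 and 2.65 in the frontal cortex, 2.39 and 2.58 in the striatum, and 1.90 and 2.36 in the hippocampus. With lane as a covariate in a fit of all 18 libraries, the amine NES was 2.37, 2.17 and 1.93 in the frontal cortex, striatum and hippocampus. The striatal value cannot separate lane from genotype within the region. In the hippocampus, the amine list did not pass under a signal-to-noise ranking (NES 1.26, adjusted p = 0.145) or under limma's fry test, which rotates residuals at the level of libraries (adjusted p = 0.0554). Across its alternatives the adjusted p of that list ranged from 1.63e-06 to 0.145.

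A block on the replicate number gave an amine NES of 2.55 in the frontal cortex and 2.09 in the hippocampus, and a G protein-coupled receptor NES of 2.68 and 2.20. The correlation behind that pairing was 0.241 in the frontal cortex and 0.337 in the hippocampus. A Reactome set of 32 amine receptor genes, all of them on the list used here, gave 2.48, 2.52 and 2.17 in the 3 regions. The paper, which notes that G protein-coupled receptors act in neuronal cilia, reasoned that transcriptional changes of these receptors might lead to defects of protein trafficking, and its tests did not reveal a general defect.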

We also evaluated a specific cohort of genes reported to be transcriptionally altered in individuals with SZ^30^ and found a significant overlap between this set and the genes in *Pcm1*^*−/−*^ frontal cortex and hippocampus (Supplementary Table 3). One function of the primary cilium is to expose various receptors and other sensors to the extracellular environment^10^. In the context of the neuronal cilium, a prominent role for sensing environmental stimuli has been ascribed to multiple GPCRs. For example, the melanin-concentrating hormone receptor 1 (MCHR1) and somatostatin type 3 receptor (SSTR3) localize to the axoneme of neuronal cilia and are mis-localized in ciliopathy mouse models. 

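Of the 276 G protein-coupled receptor genes tested, 27 rose and 0 fell in *Pcm1*-/- frontal cortex at an adjusted p under 0.05 over all genes (edgeR quasi-likelihood test). Adjusted over the list alone, 54 rose and 7 fell. No receptor gene passed over all genes in the striatum or the hippocampus. At an unadjusted p under 0.05, 73 rose and 15 fell in the striatum, and 59 rose and 23 fell in the hippocampus. Over the list alone, 34 rose and 5 fell in the striatum, and 24 rose and 4 fell in the hippocampus. In sign, 188 genes were higher and 87 lower in mutant frontal cortex, 158 higher and 118 lower in striatum, and 140 higher and 135 lower in hippocampus, so the median log2 fold change fell from 0.15 to 0.088 and 0.013.

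*Sstr3* (ENSMUSG00000044933, chromosome 15 from 78537008 to 78544685) measured 34.8 ± 0.858 CPM in WT and 43.0 ± 3.11 CPM in *Pcm1*-/- frontal cortex (SD, n = 3 each), a log2 fold change of 0.31 with a standard error of 0.0664 (adjusted p = 0.0612, edgeR). Its log2 fold change was 0.44 in the hippocampus (standard error 0.103, adjusted p = 0.391, edgeR) and −0.19 in the striatum (standard error 0.181, adjusted p = 0.693, edgeR). In the frontal cortex, *Sstr3* passed with DESeq2 (adjusted p = 0.0145) and edgeR's exact test (adjusted p = 0.0167). Under a block on the replicate number it passed as well (adjusted p = 0.0338, edgeR), in a range over its alternatives of 0.0145 to 0.230. The mean correlation of the same-numbered libraries, which sets what this pairing removes, was 0.241. The ranges given here for *Sstr3* leave out lane within the region. In the hippocampus, *Sstr3* passed with DESeq2 (adjusted p = 0.0305) and in the fit of all 18 libraries without and with lane (adjusted p = 0.0289 and 0.0336, edgeR), in a range over its alternatives of 0.0289 to 0.919. *Mchr1* (ENSMUSG00000050164, chromosome 15 from 81235499 to 81238964) had log2 fold changes of 0.25 in the frontal cortex (standard error 0.0871, adjusted p = 0.210, edgeR), 0.19 in the striatum (standard error 0.103, adjusted p = 0.463, edgeR) and 0.46 in the hippocampus (standard error 0.185, adjusted p = 0.484, edgeR). No change of *Mchr1* passed the threshold in any region. No difference between regions passed for either gene (interaction, adjusted p = 0.517 for *Sstr3* and 1 for *Mchr1*, edgeR), nor with the animal as a block.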

We reasoned that transcriptional changes in GPCRs in *Pcm1*^*−/−*^ brain might lead to protein trafficking defects and, thereby, contribute to the anatomical and behavioral phenotypes observed in these mutants. However, testing with a variety of reagents failed to reveal a ubiquitous defect. Similar to the AC3/Arl13b staining shown previously (Supplementary Fig. 5c), SSTR3 and MCHR1 staining showed overlapping fluorescence with AC3 in cilia from various regions in the adult *Pcm1*^*−/−*^ brain (Supplementary Fig. 8). Although it is possible that either GPCR might exhibit a spatial deficit in the axoneme, such alterations are probably secondary to a structural ciliary defect—especially since we did not observe inappropriate distribution of either SSTR3 or MCHR1 in the cytoplasm, a hallmark of ciliary trafficking defects^31^.

**Fig. 4:**
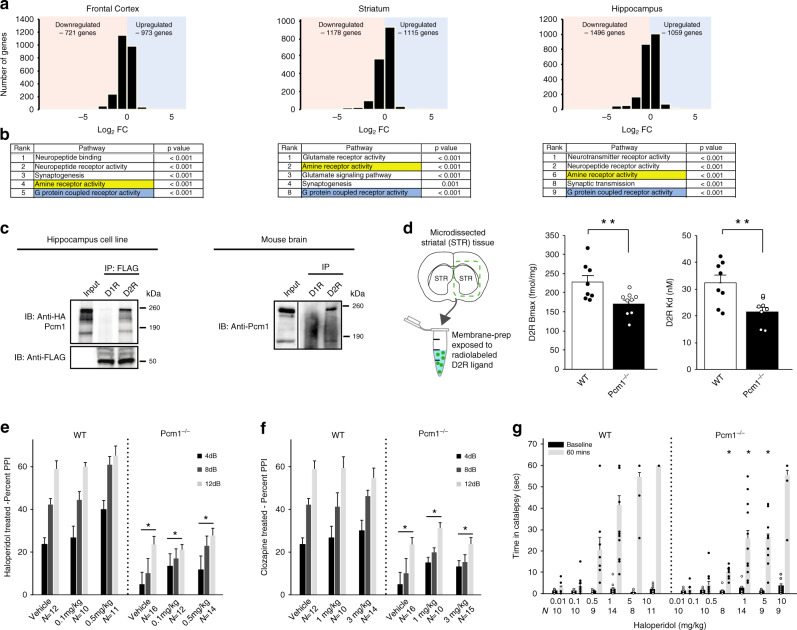
Altered dopaminergic signaling components in *Pcm1*^*−/−*^ mice. **a** mRNA sequencing from three brain regions in WT and *Pcm1*^*−/−*^ adults (*N* = 3/genotype, 3 regions per subject): total number of genes up-regulated and down-regulated are plotted on a log_2_FC scale. **b** Gene set enrichment analysis revealed amine and G protein coupled receptor activity pathways were altered across the three brain regions. **c** Immunoprecipitations for D1R (dopamine D1 receptor) and D2R (dopamine D2 receptor), followed by western blot for Pcm1 in mouse hippocampal cell lines and mouse brain homogenates. **d** Striatal (STR) membrane preparations from WT and mutant brains were dissected, membranes were isolated, and binding studies were instituted with the radiolabeled D2R antagonist [^3^H]-raclopride. Both the D2R Bmax and Kd levels were reduced significantly in samples from mutant mice (*N* = 8 WT, *N* = 9 *Pcm1*^*−/−*^; *p* = 0.01 (Bmax); *p* = 0.004 (Kd)). ANOVA with post-hoc Bonferroni adjustment. **e**, **f** PPI responses from P90-120 WT and *Pcm1*^*−/−*^ mice indicate that mutants fail to respond at WT levels upon exposure to different doses of haloperidol (**e**) (Overall genotype effect, *p* = 0.001 PPI x genotype) or clozapine (**f**) (Overall genotype effect, *p* = 0.001). **g** Catalepsy in WT and *Pcm1*^*−/−*^ mice after 0.5, 1, 5, and 10 mg kg^−1^ haloperidol ((RMANOVA Pre/Post × Treatment × Genotype, *p* = 0.002)). **e**–**g** N shown in graph, analyzed as RMANOVA with post-hoc Bonferroni adjustment. Data shown as mean ± SEM, *p < 0.05, WT vs. *Pcm1*^*−/−*^. Source data and detailed statistical information are provided as a Source Data File. RNAseq data has been made publicly available. Illustrations are original.

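At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 247 genes rose and 59 fell in *Pcm1*-/- frontal cortex, 4 rose and 1 fell in the striatum, and 2 rose and 1 fell in the hippocampus. The biological coefficient of variation was 9.49% in the frontal cortex, 13.8% in the striatum and 16.4% in the hippocampus. At an unadjusted p under 0.05, 1375 genes rose and 1310 fell in the frontal cortex, 1147 rose and 1224 fell in the striatum, and 849 rose and 887 fell in the hippocampus, where 877 of the genes tested would pass by chance in each region. The choice of threshold moved these numbers most. Groups did not overlap for 21.3%, 18.9% and 16.3% of genes in the frontal cortex, striatum and hippocampus, against 10% given by chance. Most changes in the frontal cortex were small, with a median absolute log2 fold change of 0.40 among called genes and a change of at least 1.5-fold in 60. With lane as a covariate within the region, 29 genes were called in the frontal cortex and 2 in the hippocampus, where both fell and 1 was among the 3 called without lane, and no such fit exists for the striatum. The number depended on single libraries, from 11 to 825 in the frontal cortex with each left out in turn. With the replicate number as a block, 665 genes were called in the frontal cortex, all 306 among them, and 9 in the hippocampus, all 3 among them. Same-numbered libraries correlated at 0.241 in the frontal cortex and 0.337 in the hippocampus, the deviation that this pairing takes out.

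Among genes with an average of at least 1 log2 CPM whose groups did not overlap, the largest rises in the frontal cortex were in *Cort* (log2 fold change 1.44, standard error 0.246, adjusted p = 0.0312, edgeR), *Chrnb3* (1.18, standard error 0.161, adjusted p = 0.0160, edgeR) and *Nipal2* (1.06, standard error 0.135, adjusted p = 0.0122, edgeR). The largest falls after *Pcm1* were in *Igkc* (−2.28, standard error 0.367, adjusted p = 0.0234, edgeR) and *Dctd* (−1.36, standard error 0.163, adjusted p = 0.00927, edgeR). *Igkc* is an immunoglobulin constant segment, and genes of red blood cells and blood vessels also fell in this region. In the striatum, the rises were in *Gm6969* (4.53, standard error 0.313, adjusted p = 0.00415, edgeR), *Cldn23* (2.92, standard error 0.313, adjusted p = 0.0466, edgeR) and *Cers6* (0.78, standard error 0.0712, adjusted p = 0.0178, edgeR), and the hippocampus had *Prag1* (1.15, standard error 0.0934, adjusted p = 0.0188, edgeR) and *Cers6* (0.95, standard error 0.0851, adjusted p = 0.0276, edgeR). *Gm6969* is a processed pseudogene that shares 69.3% of its 50-base words with *Cox7a2l*, so its count is uncertain. *Dctd*, *Cldn23* and *Prag1* lie within 10 Mb of *Pcm1*, and *Chrnb3* lies farther away on the same chromosome (from 27368711 to 27399730). Apart from *Pcm1* and *Gm6969*, each of these genes missed the threshold without at least 1 of the libraries. The adjusted p over the alternatives reached 0.0965 for *Cort*, 0.7105 for *Chrnb3*, 0.0853 for *Nipal2*, 0.5665 for *Igkc* and 0.07695 for *Dctd* in the frontal cortex, 0.341 for *Cldn23* in the striatum and 0.161 for *Prag1* in the hippocampus (edgeR). The values of *Chrnb3* and *Igkc* came from the fit of all 18 libraries with lane as a covariate, and the others from leaving out 1 library. Lane within the region is not in these values, and *Prag1* was not called in the hippocampus under it.

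*Pcm1* and *Cers6* were the 2 genes called in all 3 regions. With each library left out, the adjusted p of *Cers6* ranged from 0.0515 to 0.1175 in the striatum and from 0.0377 to 0.225 in the hippocampus (edgeR). It missed the threshold in each of the 6 fits in the striatum and in 5 of the 6 in the hippocampus, while its log2 fold change stayed between 0.72 and 0.82 and between 0.89 and 1.01. With no library left out, the largest adjusted p of *Cers6* in the striatum was 0.0838, under the replicate block (edgeR). In the hippocampus *Cers6* was not called with lane as a covariate within the region, where both called genes fell. In the other alternatives fitted for it there, the adjusted p was at most 0.0269 (edgeR). At an unadjusted p under 0.05, 382 genes were shared by the 3 regions, where 35.9 would be by chance if the regions were independent. They came from the same animals. Of these 382, 254 rose and 111 fell in all 3 regions. Whether a genotype effect differed between regions was tested by interaction. *Grik1* and *Prag1* passed (adjusted p = 0.0499 for each, edgeR), and 972 genes had an unadjusted p under 0.05, where chance gives 877. That fit takes the 3 regions of an animal as independent, and neither gene passed with the animal as a block.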

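Gene by gene, 30 of the 33 amine receptor genes tested were higher in *Pcm1*-/- frontal cortex, 26 in striatum and 19 in hippocampus. At an adjusted p under 0.05 over all genes (edgeR quasi-likelihood test), 9 rose in the frontal cortex, namely *Chrm1*, *Chrm4*, *Chrm3*, *Chrm2*, *Drd1*, *Htr5a*, *Adra1b*, *Htr1f* and *Adrb1*. None passed in the striatum or hippocampus, where 16 rose and 0 fell, and 11 rose and 3 fell, at an unadjusted p under 0.05. Adjusted over the 33 genes alone, 14 rose in the frontal cortex, 6 rose in the striatum, and 11 rose and 2 fell in the hippocampus. *Chrm1* (ENSMUSG00000032773, chromosome 19 from 8663789 to 8683587), which encodes a muscarinic acetylcholine receptor, measured 259 ± 15.7 CPM in WT and 377 ± 13.9 CPM in mutant frontal cortex (SD, n = 3 each). Its log2 fold change was 0.54 (standard error 0.0604, adjusted p = 0.00808, edgeR). *Chrm4* rose by 0.61 (standard error 0.0725, adjusted p = 0.00927, edgeR), *Chrm3* by 0.68 (standard error 0.0838, adjusted p = 0.0107, edgeR) and *Chrm2* by 0.83 (standard error 0.120, adjusted p = 0.0177, edgeR). With each frontal cortex library left out in turn, the largest adjusted p was 0.0522 for *Chrm1*, 0.0669 for *Chrm4*, and 0.0853 for *Chrm3* and for *Chrm2* (edgeR), and none of the 4 changed sign. In the fit of all 18 libraries, *Chrm4* and *Chrm2* did not pass either without lane (adjusted p = 0.0630 and 0.0748, edgeR) or with lane as a covariate (adjusted p = 0.124 and 0.193, edgeR), in ranges over their alternatives of 5.99e-09 to 0.124 and 2.64e-08 to 0.193. Lane within the region, which lowered the genes called in the frontal cortex from 306 to 29, is not in these ranges. The genes at the leading edge numbered 15 in the frontal cortex, 20 in the striatum and 14 in the hippocampus. In all 3 regions the leading edge held *Adra1a*, *Adra2c*, *Adrb1*, *Chrm1*, *Chrm3*, *Chrm4*, *Drd1*, *Drd5*, *Htr1f* and *Htr2a*, 10 genes in all.

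**Figure D1:**
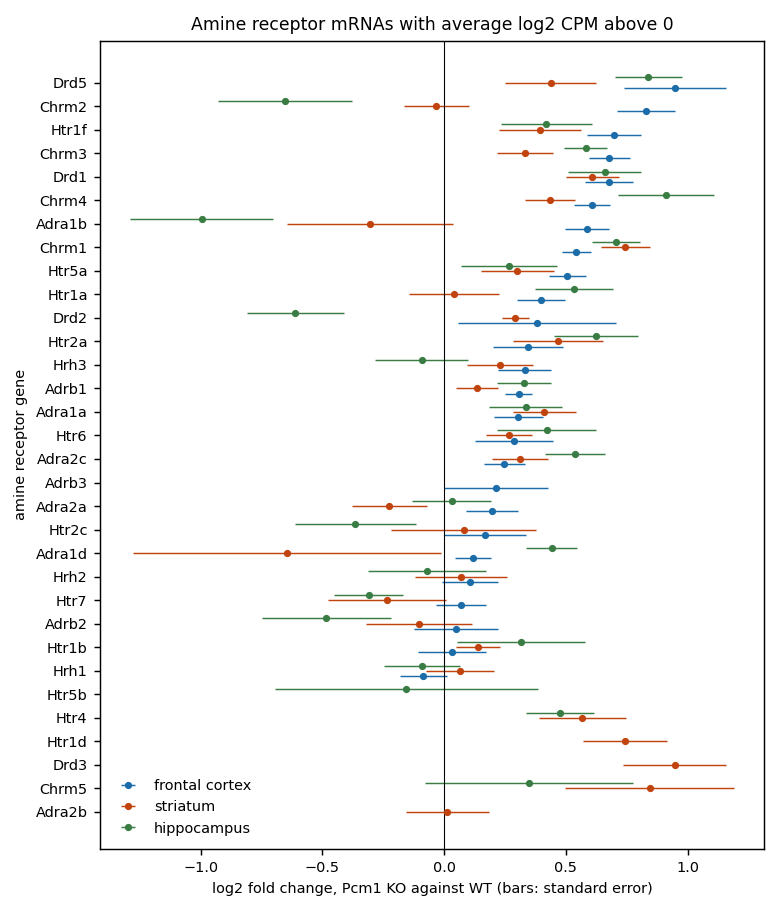
Log2 fold changes of amine receptor genes with an average log2 CPM above 0 in the region, *Pcm1*-/- (KO) against WT. Each point is the change of a gene in a region (n = 3 libraries per genotype), bars are standard errors, and the line marks 0. The points of *Chrm1*, *Chrm3* and *Chrm4* lie to the right of 0 in all 3 regions.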

We were struck by the uniform identification of amine pathway defects in our RNAseq data. This was particularly notable because of three observations. First, behavior defects in our *Pcm1*^*−/−*^ mice can be explained partially by defects in dopamine signaling. Second, some dopamine receptors are known to be localized to primary cilia in the brain^32^. Finally, prior studies have shown other components of the pericentriolar material (e.g., DISC1) complex with the dopamine D2 receptor (D2R)^33^. From these perspectives, we asked whether PCM1 resides in complex with D2R and/or the dopamine D1 receptor (D1R) by expressing HA-tagged PCM1 and Flag-tagged D2R and D1R in a hippocampal cell line (HT22). Immunoprecipitation (IP) of Flag-tagged D2R and D1R revealed that only D2R was complexed with PCM1 (Fig. 4c). To determine whether this association existed in vivo, we performed IPs for the D1R and D2R, and probed for Pcm1. Again, we observed a Pcm1 immunoreactive band only in the presence of D2R, suggesting these two proteins form a complex in vivo (Fig. 4c). Given the altered transcriptional levels of the D2R and the loss of *Pcm1*, we hypothesized that protein levels of D2Rs may be altered upon disruption of Pcm1. 

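*Drd2* (ENSMUSG00000032259), the gene of the D2R, lies on chromosome 9 of GRCm38 from 49340627 to 49408177. In the striatum, where it is most abundant, *Drd2* measured 249 ± 5.18 CPM in WT and 305 ± 2.14 CPM in *Pcm1*-/- libraries (SD, n = 3 each). All 3 mutant libraries were above all 3 WT libraries. The log2 fold change was 0.29 with a standard error of 0.0561 (adjusted p = 0.128 from edgeR's quasi-likelihood test), so the rise did not pass over all genes. Adjusted over the 33 amine receptor genes alone it passed (adjusted p = 0.00875, edgeR). DESeq2 and edgeR's exact test called it (adjusted p = 0.000218 and 0.0470), and the adjusted p over all its alternatives ranged from 0.000218 to 0.563. WT and mutant striatum were sequenced in different lanes, and a list of striatal projection neuron genes that includes *Drd2* rose as a group in this region. In the hippocampus, *Drd2* measured 4.63 ± 0.593 CPM in WT and 3.04 ± 0.576 CPM in mutants (SD, n = 3 each), a log2 fold change of −0.61 (standard error 0.198, adjusted p = 0.426, edgeR). This fall, opposite to the rise in the striatum, also passed over the 33 genes alone (adjusted p = 0.0427, edgeR). Frontal cortex values were 1.21 ± 0.179 and 1.57 ± 0.756 CPM (SD, n = 3 each), a log2 fold change of 0.38 (standard error 0.324, adjusted p = 0.633, edgeR) within the spread of the libraries. Without mutant replicate 2 that change was −0.091. A difference of the *Drd2* effect between regions did not pass (interaction, adjusted p = 0.500, edgeR), nor with the animal as a block. With the replicate number as a block, the log2 fold change was 0.32 in the frontal cortex (adjusted p = 0.599, edgeR) and −0.62 in the hippocampus (adjusted p = 0.230, edgeR). The adjusted p over the alternatives ranged from 0.523 to 0.920 in the former and from 0.118 to 0.919 in the latter, with each library left out included. The pairing rests on mean correlations of 0.241 and 0.337 between same-numbered libraries. Lane within the region is not in these ranges.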

To evaluate this point, we quantified striatal D2Rs using saturation binding with the selective radiolabelled antagonist, [^3^H]-raclopride. Consistent with our behavioral and RNAseq analyses, our results revealed an ~25% decrease both in D2R Bmax binding and Kd values, suggesting that both protein levels and binding affinity of the receptors were altered in the *Pcm1*^*−/−*^ mice (Fig. 4d).

### Impaired responses of *Pcm1*^*−/−*^ mice to antipsychotics

The *Pcm1*^*−/−*^ mice have a series of related characteristics. For instance, *Pcm1*^*−/−*^ striatal membranes have reduced D2R binding levels and affinity relative to WT membranes; frontal cortex, striatum, and hippocampus from *Pcm1*^*−/−*^ mice show changes in transcriptional expression of dopaminergic receptors; and these mutants are hyperactive in the open field and deficient in PPI. 

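Each of the 5 dopamine receptor genes was tested in the 3 regions. *Drd1* (ENSMUSG00000021478, chromosome 13 from 54051183 to 54055705) measured 11.3 ± 1.38 CPM in WT and 18.1 ± 0.820 CPM in *Pcm1*-/- frontal cortex (SD, n = 3 each), a log2 fold change of 0.68 (standard error 0.0985, adjusted p = 0.0177 from edgeR's quasi-likelihood test). With each library left out in turn, its log2 fold change stayed between 0.60 and 0.77, and the adjusted p reached 0.101 (edgeR). In the striatum *Drd1* rose from 380.1 ± 54.4 to 579.9 ± 29.5 CPM (SD, n = 3 each), by 0.61 (standard error 0.107, adjusted p = 0.123, edgeR). In the hippocampus it rose from 7.13 ± 0.873 to 11.3 ± 1.44 CPM (SD, n = 3 each), by 0.66 (standard error 0.150, adjusted p = 0.391, edgeR). *Drd5* (ENSMUSG00000039358, chromosome 5 from 38319367 to 38322518) had log2 fold changes of 0.95 in the frontal cortex (adjusted p = 0.0665, edgeR), 0.44 in the striatum (adjusted p = 0.364, edgeR) and 0.84 in the hippocampus (adjusted p = 0.343, edgeR). All 3 mutant libraries were above all 3 WT libraries in each region for *Drd1* and *Drd5*. *Drd3* (ENSMUSG00000022705) rose in the striatum from 1.16 ± 0.180 to 2.24 ± 0.347 CPM (SD, n = 3 each), by 0.95 (adjusted p = 0.158, edgeR). *Drd3* in the other regions and *Drd4* (ENSMUSG00000025496) in all 3 regions had group means at or below 0.455 CPM, and no change of theirs passed. What size of change could be detected at such low counts was not tested. With the replicate number as a block, *Drd5* passed in the frontal cortex (adjusted p = 0.0177, edgeR), in a range over its alternatives of 0.00490 to 0.187. The pairing check for that region was 0.241. Lane within the region is not in that range. The striatal projection neuron list, which rose in the striatum, includes *Drd1*.

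**Figure D2:**
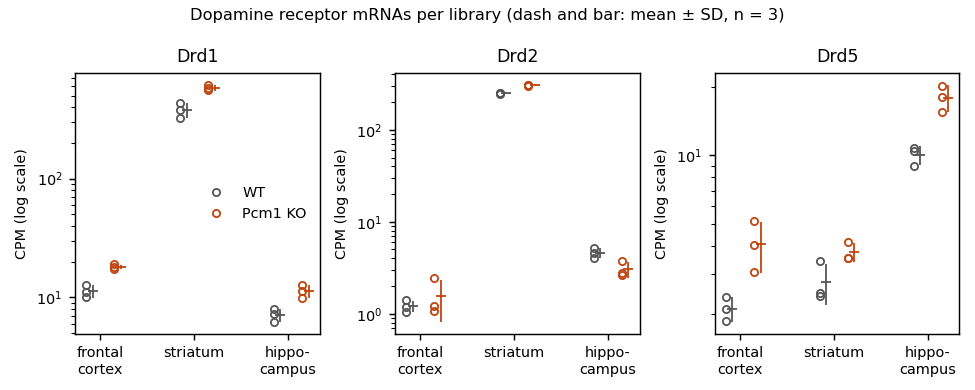
Expression of *Drd1*, *Drd2* and *Drd5* in CPM on a log scale, by brain region. Circles are single libraries of WT (gray) and *Pcm1*-/- (KO, orange) mice, and dashes with bars are the mean ± SD (n = 3). The mutant circles of *Drd1* and *Drd5* lie above the WT circles in each region, and those of *Drd2* lie above in the striatum and below in the hippocampus.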

Collectively, these results led us to ask whether acute administration of antipsychotic drugs could ameliorate behavioral deficit in adult (P90) *Pcm1*^*−/−*^ mice. We tested PPI responses in WT and *Pcm1*^*−/−*^ mice administered different doses of haloperidol. Haloperidol treatment was not different from the vehicle control in the *Pcm1*^*−/−*^ mice, leaving the mutants still impaired relative to the WT (Fig. 4e). Null activity was significantly increased in *Pcm1*^*−/−*^ mice given 0.1 mg kg^−1^ haloperidol, whereas startle activities were enhanced overall in mutants across the different doses of the neuroleptic (Supplementary Fig. 9a, b). These findings show that the *Pcm1*^*−/−*^ mice are resistant to the actions of the typical antipsychotic drug, haloperidol. Importantly, altered dopaminergic signaling in SZ has been attributed to increased dopamine synthesis in treatment-responsive SZ cases^34^, as antipsychotics are used to block D2Rs. Therefore, it follows that haloperidol has little effect in *Pcm1*^*−/−*^ mice, which already have reduced membranous D2R.

To determine whether *Pcm1*^*−/−*^ mice were resistant also to effects of an atypical antipsychotic drug, we analyzed their responses to clozapine. Our results showed again that mutants were impaired in PPI and neither the 1 nor 3 mg kg^−1^ doses could normalize their responses (Fig. 4f). As in all other PPI experiments, startle activities were significantly higher in the *Pcm1*^*−/−*^ than in WT mice (Supplementary Fig. 9a, b). Collectively, these results indicate that in the *Pcm1*^*−/−*^ mice PPI is resistant to effects of both haloperidol and clozapine.

To examine this relationship in more detail, we asked whether loss of *Pcm1* would render the mutants responsive to haloperidol in catalepsy since this assay examines D2R post-synaptic responses. Both WT and *Pcm1*^*−/−*^ mice were tested for catalepsy at time 0 (baseline). Subsequently, they were injected with different doses of haloperidol and tested 60 min after the injection (Fig. 4g). Catalepsy at baseline was low and not distinguished by genotype or by the dose to be assigned. However, 60 min after injection catalepsy was evident in both genotypes. In WT mice, haloperidol produced a dose-dependent increase in catalepsy from 0.5 to 10 mg kg^−1^, with the 10 mg kg^−1^ dose increasing this response in all mice beyond the 60 sec cut-off. Although catalepsy was enhanced in *Pcm1*^*−/−*^ mice with haloperidol, responses were significantly lower than those in WT with the 0.5, 1, and 5 mg kg^−1^ doses (Fig. 4g). Collectively, these findings indicate that *Pcm1*^*−/−*^ mice are resistant to the effects of haloperidol and clozapine, and catalepsy responses are less robust in the mutants than in WT.

### A contribution of rare *PCM1 alleles in individuals with SZ*

Taken together, our phenotypic and behavioral data suggest *PCM1* as a rational functional candidate for SZ. Despite previous supportive association studies^13^, the largest SZ genome-wide common variant association studies published have not found evidence of an association for *PCM1*^2,35^. However, a recent analysis that included chromatin interaction maps with GWAS identified *PCM1* as a risk gene for SZ, and found cilia in gene ontologies of SZ risk genes^36^. Moreover, one prior study claimed a stronger association in SZ individuals with gray matter volumetric deficits^8^, a consistent phenotype of the *Pcm1*^*−/−*^ mice. In addition, our pharmacological studies with mice suggested that *PCM1* SZ variants might be enriched in individuals refractory to standard treatment with antipsychotics, potentially representing a subset of SZ cases.

In light of the pharmacological data in mice, we asked whether there exists a genetic contribution of *PCM1* in SZ individuals with minimal response to antipsychotics. We sequenced all 39 exons of *PCM1* in a Danish sample composed of 380 cases and 380 ancestry-matched controls^37^ who had received trials (i.e., sufficient dose and duration) of greater than or equal to three different antipsychotic drugs, but had minimal clinical response and who had been committed to a psychiatric ward (viz., atypical SZ or ASZ). The case cohort was confirmed to match controls by Principal Component Analysis (PCA; Supplementary Fig. 10. To determine whether variants in *PCM1* were associated with ASZ, we used gene-based optimal sequence kernel association test (SKAT-O)^38^. Inclusion of 293 variants with a variant call rate >15%, regardless of minor allele frequency (MAF), provided no significant association for *PCM1* variants with ASZ (*p* = 0.068; Table 1). Because variants with strong functional effect are more likely to be rare, we next stratified variants based on MAF and applied a Madsen- Browning weighting scheme, which places more weight on rare variants and almost a zero weighting on more common variants. Restricting our analysis to 248 variants with MAF < 5% yielded an association between *PCM1* and ASZ (*p* = 0.033; OR = 1.4; Table 1). Variants with MAF < 1% (*N* = 202) and variants with MAF < 0.1% (*N* = 125) were also associated significantly with ASZ (*p* = 0.012, OR = 1.4; and *p* = 0.002, OR = 1.6, respectively; Table 1). Upon examination of only non-synonymous variants with MAF < 0.1% (*N* = 21), we also observed a significant association between *PCM1* and SSZ (*p* = 0.020, OR = 3.0; Table 2; Table 1).

**Table 1:** Summary of sequencing statistics.

Subset	N Variants	Unweighted *p* value	Odds ratio	95% Confidence interval
Discovery cohort				
All *PCM1 variants*	293	0.068	1.149	1.115–1.184
MAF < 5%	248	0.033	1.358	1.247–1.487
MAF < 1%	202	0.012	1.373	1.140–1.664
MAF < 0.1%	125	0.002	1.642	1.158–2.386
All non-synonymous variants	21	0.02	3.007	1.213–8.708
Replication cohort				
All *PCM1 variants*	278	0.115	1.048	1.002–1.097
All non-synonymous variants	17	0.006	4.179	1.213–8.708

**Table 2:** Cohort 1: Discovery cohort, Gene-based association of PCM1 and ASZ using ultra-rare functional variants.

Subset	N variants (Cases)	N variants (Controls)	Unweighted *p* value	Odds ratio	95% Confidence interval
All synonymous variants^a^	16	5	0.200	3.007	1.213–8.708
Benign	5	5	0.876	1.000	0.296–3.377
Hypomorph	5	0	0.030	10.987	1.249–999
Loss of function	6	0	0.015	13.084	1.539–999

^a^Ultra-rare MAF <  0.1% (sequence kernel association test, SKAT-O).

Mindful of high false-positive potential of single-gene associations in complex traits, we obtained a replication sample of independent Danish ASZ (477 cases and 479 controls), ascertained under the same phenotypic criteria as the discovery cohort and we sequenced *PCM1*. Similar to our discovery cohort, we did not observe an overall association between coding and noncoding *PCM1* variants and ASZ (*p* = 0.115; Table 1). Given the significant genetic signal in non-synonymous variants with MAF < 0.1% from our discovery cohort, we focused on this subset of variants. Using SKAT-O, we found a similar enrichment of rare variants in replication cases (*N* = 17; *p* = 0.006, OR = 4.2; Table 3; Table 1). A meta-analysis of both the cohorts supported our observations further: we saw a significant association of ASZ (*N* = 38; *p* = 0.001, OR = 3.6; Table 4), suggesting that rare coding variation in *PCM1* is associated with an ASZ subset.

**Table 3:** Cohort 2: Replication cohort, Gene-based association of PCM1 and ASZ using ultra-rare functional variants.

Subset	N variants (Cases)	N variants (Controls)	Unweighted *p* value	Odds ratio	95% Confidence interval
All synonymous variants^a^	14	3	0.006	4.179	1.441–16.048
Benign	3	3	0.607	1.000	0.213–4.742
Hypomorph	5	0	0.015	11.003	1.249–999
Loss of function	6	0	0.007	13.181	1.539–999

^a^Ultra-rare MAF  <  0.1% (sequence kernel association test, SKAT-O).

**Table 4:** Meta-analysis of both cohorts, Gene-based association of PCM1 and ASZ using ultra-rare functional variants.

Subset	N variants (Cases)	N variants (Controls)	Unweighted *p* value	Odds ratio	95% Confidence interval
All synonymous variants^a^	30	8	0.001	3.598	1.76–8.22
Benign	8	8	0.666	1.000	0.38–2.642
Hypomorph	10	0	0.003	20.912	2.713–999
Loss of function	12	0	0.001	25.192	3.314–999

^a^Ultra-rare MAF <  0.1% (sequence kernel association test, SKAT-O).

Although the statistical results were encouraging, most of the association was driven by ultra-rare variants (Fig. 5a). We lacked statistical power to detect a significant association at the individual allele level. To address this limitation, we deployed a cilia in vivo complementation assay in zebrafish embryos^39,40^. We identified the sole zebrafish ortholog of *PCM1* in the zebrafish genome, against which we designed two morpholinos (MOs): a translation-blocking (tbMO) and a splice-blocking (sbMO) morpholino (Supplementary Fig. 11a–c). First, we tested whether our zebrafish morphants could reproduce key brain anatomical pathologies in SZ. We focused on ventricle size, since this pathology is not only a consistent feature of the mouse model, but it is also one of the phenotypes observed reproducibly in multiple neuroanatomical imaging studies of some individuals with SZ^18,41^. Suppression of *pcm1* induced an enlargement of ventricles in 3-day post-fertilization (dpf) embryos that could be grouped into three objective classes corresponding to severity (*p* < 0.001 for either MO against control, duplicated and scored blindly; Fig. 5b, c). Specificity of the observed phenotypes was corroborated by two independent lines of evidence. First, we found that ventricular volumetric defects could be rescued by the co-injection of the MO with human *PCM1* mRNA (*p* < 0.001). These observations suggest that our findings are specific to the loss of *pcm1* and that they are not due to toxicity from the MO.

**Fig. 5:**
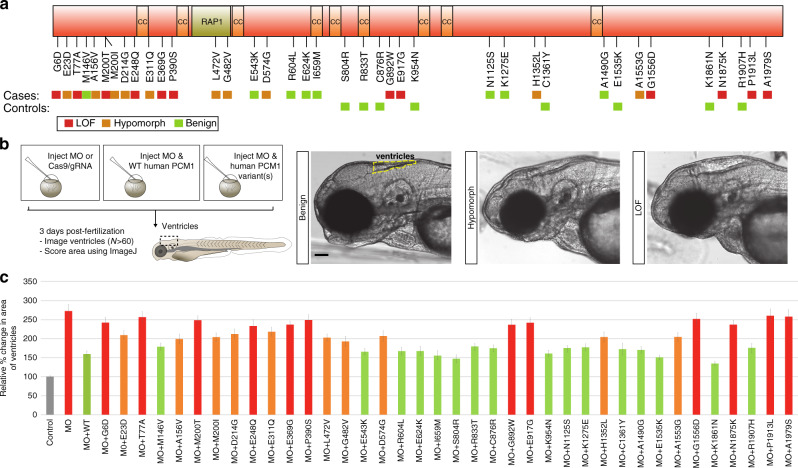
Enrichment of rare, pathogenic *PCM1* mutations in ASZ and functional modeling. **a** Schematic depicting PCM1 protein and the location of protein interaction domains, and ultra-rare non-synonymous changes identified in both severe SZ cases and controls from the discovery and replication cohort. Colored boxes indicate loss of function (LOF), hypomorphic, or benign results from functional modeling in the zebrafish. **b** Schematic showing the functional modeling procedure in zebrafish embryos. 3 dpf, embryos imaged and ventricles quantified using ImageJ. Representative images for benign, hypomorphic, and LOF alleles are presented. Scale 100 µm (**c**) Normalized values for the average ventricular area of each variant discovered from severe SZ cases and controls are plotted relative to MO and MO + WT conditions. N fish/variant shown in Supplementary Table 1 with *p* values. Data as mean ± SD. LOF loss of function, CC coiled-coils domain, RAP1 rhoptry-associated protein 1 sequence, CI confidence interval, MO morpholino, WT wild-type. Detailed statistics in Table 1. Source data are provided as a Source Data File. Illustrations are original.

We next used in vivo complementation of ventricular size with human mRNA to test systematically all 38 ultra-rare variants found in ASZ cases or controls from the discovery and replication cohorts. Assignment of an allele effect should enable us to assess the overall locus burden based on the aggregate number (and frequency) of pathogenic alleles in cases compared to controls. Injection cocktails consisting of the tbMO or sbMO and each of the *PCM1* variants were co-injected into zebrafish embryos at the 1–4 cell stage and compared to the MO alone or MO plus WT human *PCM1* mRNA (i.e., MO alone, MO + WT mRNA, MO + variant 1 mRNA, etc.; Supplementary Table 1). We found that we were unable to rescue the ventricular phenotype in 32% of the variants (12/38) that were present exclusively in cases, indicating that they were likely loss of function (LOF) alleles (Fig. 5c, d). Another 26% of variants (10/38) found in cases scored better than the MO alone, but were significantly worse than the WT rescue, suggesting that these alleles were hypomorphic (Fig. 5c, d). The remaining 21% of variant cases (8/38) scored similar to WT rescue, and thus were labelled them benign (Fig. 5c, d). 100% of variants (8/8) found exclusively in our controls, as well as two common variants, were scored as benign (Fig. 5c, d; Supplementary Table 1).

As a confirmatory test, we repeated the injection protocol on all alleles from the discovery cohort using a separate assay for phenotypic defects that have been observed in other ciliary and basal body mutants and morphants^42^. Phenotyping at the 11-somite stage reproduced convergent extension (CE) defects consisting of a shortened body axis, widening of the notochord, and tail extension defects that could be grouped into two objective classes corresponding to severity^39,40^. Importantly, 20/21 alleles tested by both assays had the same qualitative score (benign or pathogenic), with one allele scoring as a hypomorph in the ventricle size assay but null in the CE assay (A1555G) (Supplementary Fig. 11d, e).

Informed by this functional annotation, we re-analyzed the human genetic data from the Danish SSZ cases and controls while considering only benign ultra-rare variants, hypomorphic ultra-rare variants, or LOF ultra-rare variants. While the benign variants were not significant (*p* = 0.61), the hypomorphic and LOF variants were associated significantly with ASZ (*p* = 0.003, OR = 20.9 and *p* = 0.001, OR = 25.2, respectively; Fig. 5d). A simpler binning of alleles into pathogenic relative to benign categories was even more significant (*p* = 4.5 × 10^−5^, OR = 44.6), aided by the increased overall number of alleles. Taken together, the distribution and incidence of non-synonymous variants in both of our cohorts and the functional modeling indicate that an excess of pathogenic *PCM1* variants are present in cases with ASZ.

## Discussion

We have shown that loss of PCM1, a protein necessary for the organization of centriolar satellites^25^ leads to structural ciliary defects in different regions of the postnatal brain, with concomitant behavioral defects that are not rescued with typical and atypical antipsychotic drugs. *PCM1* is expressed ubiquitously^43^ (Supplementary Fig. 5d, e) and, given the critical role of this molecule, we expected widespread syndromic features. We speculate that the genetic background of these mice may exert a protective effect, especially since the importance of genetic background is a well-known factor in determining phenotypic expressivity in ciliopathies^44^. It will be important to analyze *Pcm1*^*−/−*^ mice bred into different genetic backgrounds, as well as with mice in which null alleles for other ciliary and centriolar loci are introduced concurrently.

Our findings also reveal a potentially attractive model for exploring the pathophysiology of SZ, a neurodevelopmental disorder whose genetic susceptibility can be traced in some individuals to neuroanatomical defects^45^. For *PCM1*, we favor a model in which a gradual reduction in ciliary length reaches a threshold, at which time behavioral defects emerge. We postulate that a variety of other genetic and stochastic events, as well as environmental stressors, may alter the rate of ciliary degeneration, as well as spatial distribution of such defects in the CNS, and, thereby, alter the timing of illness onset.

Loss of *Pcm1* is associated with defects in responding fully to antipsychotic treatment. The observed reduction of D2R in striatal membranes is unlikely to explain fully the reduced responsiveness to the antipsychotic drugs tested. While the D2R is a major target for antipsychotic drugs^45^, the pharmacologies of antipsychotics are complex. Our expression studies suggest that *Pcm1* mice may exhibit also other receptor-mediated signaling defects that merit further investigation. 

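Beyond amine receptors, neuropeptide receptors (68 genes tested) had an NES of 2.64 in the frontal cortex (adjusted p = 9.40e-13), 2.35 in the striatum (adjusted p = 7.08e-09) and 2.05 in the hippocampus (adjusted p = 1.24e-05, GSEA permutation over genes). At an adjusted p under 0.05 over all genes, 9 rose and 0 fell in the frontal cortex (edgeR). None passed in the striatum or hippocampus, where 22 rose and 3 fell, and 18 rose and 6 fell, at an unadjusted p under 0.05. Adjusted over the list alone, 17 rose in the frontal cortex, 12 rose in the striatum, and 8 rose and 2 fell in the hippocampus. In the hippocampus, limma's fry test left the list just above the threshold (adjusted p = 0.0533), in a range over its alternatives of 9.42e-09 to 0.0533.

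Glutamate receptors (25 genes tested) had an NES of 2.06 in the frontal cortex (adjusted p = 8.75e-05), 1.95 in the striatum (adjusted p = 0.000681) and 1.95 in the hippocampus (adjusted p = 0.00109, GSEA permutation over genes). No glutamate receptor gene passed over all genes in any region. At an unadjusted p under 0.05, 9 rose and 0 fell in the frontal cortex, 12 rose and 2 fell in the striatum, and 7 rose and 3 fell in the hippocampus. Over the list alone, 5 rose in the frontal cortex, 10 rose and 1 fell in the striatum, and 6 rose and 1 fell in the hippocampus. The direction depended on the ranking, as the signal-to-noise ratio gave an NES of −1.43 in the striatum and −0.84 in the hippocampus. Its floor under the SD grows with abundance, so it does not weigh genes by the spread between libraries alone. By fry, the list did not pass in the frontal cortex, striatum or hippocampus (adjusted p = 0.0554, 0.0554 and 0.0533), in ranges over its alternatives of 4.58e-08 to 0.198, 3.33e-06 to 0.0740 and 0.000229 to 0.711. Of the 10 splits of the 6 libraries of a region, the real one included, 3 gave a glutamate score as far from 0 in the frontal cortex (up to 2.33) and 3 in the striatum (up to 2.24). The striatal ones other than the real split put both libraries with Y chromosome counts in one group. Blocked by replicate number, the neuropeptide NES was 2.63 in the frontal cortex and 2.24 in the hippocampus, and the glutamate NES was 2.18 and 1.98. Same-numbered libraries, the basis of the pairing, correlated at 0.241 and 0.337.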

As such, the D2R phenotype and the ciliary length defects may represent two different endpoints of defects in microtubule organization affected by the loss of *Pcm1*. This possibility is consistent with the known microtubule-organizing role of PCM1 and other centriolar proteins^46^.

We cannot exclude the possibility that the behavioral phenotype in the *Pcm1* mutant mice presents secondarily to the adult-onset lateral ventricle enlargement. For instance, it is known that the cilia direct cerebrospinal fluid flow to ensure proper ventricle morphology^47^. In addition, the cilia are linked to congenital hydrocephalus^48^. Indeed, defective cilia during development frequently lead to severe hydrocephalus and multi-organ dysfunction incompatible with life^49–53^. As severe congenital hydrocephalus is an extremely dangerous condition, affected individuals may not be healthy enough to undergo proper psychiatric evaluations; however, apparent adult hydrocephalus has been reported to be comorbid with psychosis and paranoid delusions^54–56^. Others have proposed a CSF-forward model of SZ, but causality has not been tested explicitly^57^. *PCM1* LOF may represent such a scenario relevant to that model of cognitive decline, as the phenotypes present later in life. In future experiments, we plan to conditionally delete core cilia genes in postnatal brain cell types to formally address causality between the cilia integrity, lateral ventricle size, and cognitive decline.

Previous studies have shown an association of *PCM1* with SZ in some, but not all cohorts^8,12,13,58^. Our findings indicate that *PCM1* variants may contribute to a risk for SZ in specific subsets of individuals. For example, one study has suggested an association with orbitofrontal cortex gray matter defects^8^. Motivated by our previous findings showing a nonsense mutation in *PCM1* in human cases treated with clozapine, we used a SZ cohort at an extreme end of the phenotype (minimal responsiveness to three or more antipsychotics and committed to a psychiatric ward). Taken together with the anatomical and behavioral pathology in the *Pcm1*^*−/−*^ mouse, our results indicate that *PCM1* may have a strong genetic effect at extremes of SZ. In this regard, both the functionally-informed sequencing of larger cross-sectional and severely affected SZ cohorts will be required to delineate the precise contribution of this molecule to SZ. The complex and genetics underlying SZ, combined with the fact that affected individuals do not all respond to medication emphasizes the likelihood that the clinical presentation of SZ results from disparate underlying cell-biological mechanisms. As we continue to understand more clearly the basis for illnesses, such as SZ, we move closer to a future where genetic diagnoses can advance our efforts to provide patient-specific treatments.

## Methods

### Generation of knockout mice

Gene-trap embryonic cells (parental cell line, E14Tg2a.4: AZ0079) were purchased from the International Gene Trap Consortium and implanted into C57BL/6J pseudo-pregnant dams. Mice were born and maintained at the Johns Hopkins University before re-derivation at Duke University on a C57BL/6J background (at least three generations backcross). Genotyping was performed using primers that span the insertion (PCM1_F: CTGCACTTGAGTGTTCAGTAC; PCM1_R: GCTCAACATTGGCAGATCTTT) and an insert-specific pair (Bgeo_F: GCGAATACCTGTTCCGTCATA; Bgeo_R: GAGCGTCACACTGAGGTTTTC). The mm10:insert junction was mapped by first amplifying it using PCM1_F and Bgeo_R, and then using the PCM1_F primer for Sanger sequencing. All procedures were approved by the Duke University Institutional Animal Care and Use Committee and were conducted in accordance with NIH guidelines for the care and use of laboratory animals. Mouse N numbers were chosen based on past experience with the assays. Mice were randomized for experimentation, and only included into experimental groups after genotyping. Both male and female mice were used.

### Preparation of mice and magnetic resonance imaging

Fixation of tissues in P90 *Pcm1*^*−/−*^ mice and littermates was performed by transcardial perfusion using 0.9% saline to flush blood from the brain followed by 10% Neutral Buffered Formalin (NBF) containing 10% (50 mM) Gadoteridol (Bracco Diagnostics, Monroe Township, NJ) to reduce the spin lattice relaxation time (T1) of the tissue, and to enhance the magnetic resonance signal. Mouse heads were subsequently stored in 10% NBF for 24 h before transfer to a 0.1 M phosphate buffered saline solution containing 0.5% (2.5 mM) Gadoteridol at 4 °C for 5–7 days to rehydrate the tissue. Extraneous tissue around the cranium was removed prior to imaging, and specimens were placed in MRI-compatible tubes, immersed in liquid fluorocarbon (Fomblin; Solvay Solexis; Fisher Scientific, Hampton, NH) for susceptibility matching and to prevent specimen dehydration. As previously described, specimens were scanned within the cranium to avoid tissue damage and possible distortions, and they remained in the same position in the magnet during the image acquisition protocol^58^. Imaging was performed using a 7 Tesla small animal MRI system (Magnex Scientific, Yarnton, Oxford, UK) equipped with 650 mT m^−1^ Resonance Research gradient coils (Resonance Research, Inc., Billerica, MA), and controlled with an Agilent Direct Drive console (Agilent Technologies, Santa Clara, CA) running VNMRJ 4.0 (Agilent Technologies). Radiofrequency (RF) transmission and reception were achieved with a 13 mm diameter solenoid coil made in-house. Brain specimens were imaged with a 3-D multi-gradient echo sequence with repetition time 50 ms, echo times 4.24 ms, echo spacing 6.28 ms, using 4 echoes, with a flip angle a = 60°, and bandwidth 62.5 kHz, sampling with a matrix of 480 × 240 × 200, over a field of view 24 × 12 × 10 mm, yielding an isotropic resolution of 50 μm. Images were analyzed using ITK-SNAP^59^ and ImageJ^60^. No inconsistent variation was detected between the groups.

### Immunohistochemistry, histology, and imaging

Upon perfusion, mouse heads were either placed in 30% sucrose overnight before cryosectioning or were embedded in 4% low melting-point agarose and sectioned at 100 μm using a vibratome. Alternatively, we prepared formalin-fixed, paraffin-embedded 7 μ sections for histology. Brain sections were stained with the following antibodies from Santa Cruz Biotechnology (AC3, sc-588 1:500; MCHR1, sc-5534 1:100; SSTR3, sc-11617 1:500), Abcam (Arl13b, ab83879 1:500), Sigma-Aldrich (PCM1, HPA023370 1:200), and Millipore. Alexa-fluor secondary antibodies [anti-rabbit, A-11008; anti-goat, A-11055), 546(anti-rabbit A-11035; anti-goat A-11056)] were purchased from Life Technologies. Images were collected on a Zeiss 780 confocal microscope and processed using Imaris software (www.bitplane.com), Adobe Photoshop, Illustrator, and ImageJ. Histology was performed in the Northwestern University Mouse Histology and Phenotyping Laboratory using standard methods for Cresyl violet or hematoxylin and eosin staining. Neuronal density was determined after Cresyl violet staining by counting Nissl substance-positive nuclei per area in section-matched tissue. *Pcm1* RNA in situ and expression data from the Allen Brain Atlas (https://mouse.brain-map.org/gene/show/18302) were used. No inconsistent variation was detected between the groups.

### Behavioral tests

Adult male and female littermate mice were housed under controlled temperature and humidity conditions on a 14:10 h light:dark cycle with light onset at 0800 h. Food and water were provided *ad libitum*. Except for anhedonia which was conducted during the dark cycle, all behavioral tests were conducted between the hours of 1000 h and 1600 h. Mice were tested in the following procedures as described below: open field, novel object recognition memory, Morris water maze, sucrose preference, PPI, and catalepsy. Animals were evaluated in up to three tests, with a minimum of 10–14 days imposed between tests. Mice that received PCP in the open field were a separate cohort of animals. Animals that were examined in PPI and received either haloperidol or clozapine treatments were examined only once, or if used twice, they had received vehicle 2 weeks prior to drug treatment in PPI. In no case was an animal examined in PPI with both antipsychotics.

### Drugs used

Phencyclidine (PCP), haloperidol, and clozapine were purchased from Sigma-Aldrich (St. Louis, MO). PCP was dissolved in sterile water (Butler-Schein Animal Health, Dublin, OH); haloperidol (Bio-Techne, Minneapolis, MN) was dissolved in sterile-filtered DMSO (Sigma-Aldrich, St. Louis, MO) and diluted in sterile water (Hospira Inc., Lake Forest, IL). For haloperidol, the final concentration of DMSO did not exceed 0.05% of the injected volume. Clozapine (Bio-Techne) was dissolved in 0.2% glacial acetic acid with sterile water. The glacial acetic acid did not exceed 0.01% the final injected volume.

### Open field

Spontaneous and phencyclidine (PCP) stimulated locomotor activities were evaluated in a 21 × 21 × 30 cm Plexiglas open field (Omnitech Inc., Columbus, OH) at 340 lux. Spontaneous activity was monitored over 60 min. In the PCP study, mice were habituated to the open field for 60 min, injected with the vehicle or 4 or 6 mg kg^−1^ PCP, and returned immediately to the open field for an additional hour. Activity was monitored by infrared diodes interfaced to a computer running Fusion software (Omnitech). Locomotion was scored as distance (cm) traveled in 5-min segments or as cumulative distance traveled in the first hr after injection.

### Prepulse inhibition

For PPI, mice were administered the vehicle, haloperidol, or clozapine. Twenty-five min after injection, mice were placed into the PPI apparatus (SR-LAB chambers; San Diego Instruments, San Diego, CA) and acclimated for 10 min before the start of testing. Testing was composed of three types of trials: pulse-only, prepulse + pulse, and null trials. The pulse-only trials consisted of a single 40 ms burst of 120 dB white-noise startle stimulus. Prepulse + pulse trials were composed of a 20 ms burst of white noise which was 4, 8, or 12 dB above the white-noise (62 dB) background followed 100 ms later with the 120 dB startle stimulus. Null trials consisted of the white-noise background alone. Each PPI test was comprised of 42 trials, which began with 6 startle-only trials, and completed with 6 startle only trials. The remaining 30 trials were delivered between these two sets of startle-only trials and were randomized equally between 6 startle-only, 6 null, and 6 of each type of prepulse + 4, 8 or 12 dB prepulse + pulse trials, and finishing with 5 startle-only trials. PPI responses were calculated as % PPI = [1–(pre-pulse trials per startle-only trials)]*100. The pulse only and null trials were expressed as arbitrary units (AU).

### Novel object recognition memory testing

Mice were acclimated to the test chamber (40 × 22 × 18 cm) for 2 days before the start of testing. On test day 1, mice were exposed to a pair of identical objects (~3.5 cm square) for 5 min. Thirty min following training, one of the identical objects was replaced with the first novel object for a short-term memory (STM) assessment. Twenty-four hour after training, a new novel object replaced one of the training objects for the assessment of long-term memory (LTM). All animals in each test were tracked for activity and object interaction using Ethovision 11 software (Noldus Information Technologies, Leesburg, VA). From the 3-point tracking profiles (nose-body center-trail) the duration and frequency of the nose contacts within 2 cm of  each object were scored. The preference score for the novel object was calculated as: [(time spent with the novel object - time spent with the familiar object)/total time spent with both objects].

### Morris water maze (MWM)

Mice were handled and acclimated to standing in water for 1 week before testing in a room that was different from that used for the novel object recognition memory test. Mice were moved to the water maze room 18 h before the start of testing. The water maze (120 cm diameter) was a stainless steel pool divided into four quadrants with a platform hidden 1 cm below the surface of opaque water in the northeast (NE) quadrant. Animals were trained daily to swim to the hidden platform over 6 consecutive days. Each training day was comprised of four trials given in pairs, with each pair of trials separated by 60 min. An acquisition trial ended when the mouse found the hidden platform or it was terminated after 1 min of searching without success. For probe tests the hidden platform was removed from the pool and it was conducted 1 h following completion of the final test trial on days 2, 4, and 6. Each probe test was 1 min in duration. Performance of the mice on all trials was assessed by swim distance (cm) to the hidden platform from tracking profiles created by Ethovision 11 (Noldus Information Technologies, Leesburg, VA). For probe tests the total swim distance (cm) by each animal in each quadrant of the maze was measured.

### Anhedonia

Mice were housed in separate home cages and were presented with two separate bottles of water every 24 h for 3 consecutive days to record baseline consumption (W-W comparison). Following training, one of the water bottles was replaced with one containing a sucrose (0.5, 1, or 2%) or quinine (15 or 30 mM) solution. Each concentration of sucrose or quinine was presented for 3 consecutive days with the positions of the water and sucrose or quinine bottles switched daily. Several days with a single water bottle were interposed between sucrose or quinine concentration tests. For each test, sucrose or quinine, the lowest concentration was presented first and progressed to the highest concentration. Quinine testing was conducted after sucrose testing was completed. Preference scores were calculated as: [(volume of sucrose or quinine consumed – volume of water consumed)/total volume of liquid consumed]. For each concentration of sucrose or quinine, the average preference score over the 3 test days was calculated for each animal, including the average total volume of fluid consumed.

### Catalepsy

This response was assessed with the horizontal bar test. A baseline (time 0) response was obtained for each animal. Subsequently, mice were injected with different doses of haloperidol and re-tested for catalepsy 1 h after injection. In each case, testing started when the forepaws of the animal were placed on the bar and the latency to remove the paws was scored. The data are presented as time spent in catalepsy with a 60 s cut-off.

### Olfaction

This was assayed with the hidden cereal test. After a 2-day familiarization phase with cereal freely available, mice were fasted overnight. Subsequently, they were placed in a new cage with clean bedding and a cereal morsel buried 1 cm below the surface. They were timed until they begin to consume it.

### Behavioral statistics

All behavioral data are presented as means ± standard errors of the mean (SEMs) and were analyzed with SPSS 24 (IBM SPSS Statistics, Chicago, IL). Independent measures *T*-tests were used to evaluate single behaviors comparing the two genotypes, ANOVA was used analyze single responses with multiple independent variables (genotype, treatment). Repeated measures ANOVA (RMANOVA) were used to assess responses measured over time or in tests with several functional dependent variables obtained simultaneously. In all cases, Bonferroni corrected pair-wise comparisons were used for *post-hoc* analyses and *p* < 0.05 was considered statistically significant.

### RNA sequencing and qRT-PCR

For RNAseq, tissues from various brain regions of *Pcm1*^*−/−*^ and littermate WT mice were dissected and snap-frozen on the same day. Using the RNeasy mini kit (Qiagen, Hilden, Germany), RNA was isolated and both quantity and quality were determined using the Agilent RNA ScreenTape assay and TapeStation. RNA sequencing libraries were prepared using KAPA stranded mRNAseq kits and sequenced on an Illumina HiSeq platform. RNAseq data were processed using the TrimGalore toolkit (www.bioinformatics.babraham.ac.uk/projects/trim_galore), which employs Cutadapt to trim low quality bases and Illumina sequencing adapters from the 3′end of the reads. Only reads that were 20 nt or longer were subjected to further analysis. Reads were mapped to the GrCm38r73 version of the mouse genome and transcriptome using the STAR RNAseq alignment tool^61^. Reads were kept for subsequent analysis if they mapped to a single genomic location. Gene counts were compiled using the HTSeq tool^62^. 

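Read as at least 10 counts in at least 1 of the 18 libraries, the filter on low counts left 17545 of the 38561 genes, and those genes were tested in each region. Read as at least 10 counts in every library of a region, it left 14759 genes in the frontal cortex, 14802 in the striatum and 14674 in the hippocampus. All 18 libraries had at least 10 counts for 14013 genes. Without a filter, 24461 genes in the frontal cortex, 24510 in the striatum and 24547 in the hippocampus had at least 1 count.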

Only genes that had at least 10 reads in any given library were used in subsequent analysis. 

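The factors that edgeR's TMM method gave the libraries ranged from 0.985 to 1.01 in the frontal cortex, 0.972 to 1.03 in the striatum and 0.954 to 1.04 in the hippocampus. Scaling by DESeq2's size factors in place of TMM shifted the median log2 fold change of all genes by −0.00184 in the frontal cortex, −0.00338 in the striatum and −0.00701 in the hippocampus. The common dispersion that edgeR estimated was 0.00901 in the frontal cortex, 0.0189 in the striatum and 0.0268 in the hippocampus, and the prior degrees of freedom were 4.86, 4.07 and 3.80.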

Normalization and differential expression were performed using the EdgeR Bioconductor package^63^ with the R statistical programming environment. Gene Set Enrichment Analysis^64^ was used to identify significant pathways and gene ontologies that were being differentially regulated between conditions. For qRT-PCR, RNA preparations were made from sectioned paraffin-embedded tissue using the RecoverAll Total Nucleic Acid isolation kit for FFPE (ThermoFisher AM1975) and used with the following *Pcm1* primers: F: AAATCCTTGCCAGAGATCCTCA R: CAGCTGCTCCTGCTGTTGTA, and *Gapdh* primers F: AGGTCGGTGTGAACGGATTTG, R: TGTAGACCATGTAGTTGAGGTCA. Amplification was measured using the Power SybrGreen PCR Master Mix (Applied Biosystems Cat#4367659). Results are normalized to *Gapdh*.

### Immunoprecipitation

HT22 hippocampal cells and mouse tissues were homogenized in lysis buffer containing Complete Protease Inhibitors (Roche). Antibodies against FLAG (Sigma, F3165 1:5000), HA (Sigma, H6908 1:1000), D1R (Santa Cruz, sc-1434 1:1000), D2R (Millipore, RAB5084P 1:1000), and PCM1 (Santa Cruz Biotechnology, sc-67204 1:500) were used in the immunoprecipitation and/or immunoblotting assays. HRP-conjugated secondary antibodies [GE Healthcare (cytiva), anti-Goat (NA31IV), anti-Rabbit (NA934), anti-Mouse (NA931)] and Super-Signal West Pico Chemiluminescent Substrate (Thermo Scientific) were used to develop the antibody signal. Image acquisition was performed using a ChemiDoc XRS + imaging system (Biorad) and images were assembled using Adobe Photoshop and Illustrator.

### D2R saturation binding assay on striatal membranes

Striatal brain tissue from *Pcm1*^*−/−*^ or WT littermate mice was dissected and placed on dry-ice before homogenization on the same day using a Teflon-glass homogenizer in 3 ml of lysis buffer containing 50 mM Tris–HCl (pH 7.4), 120 mM NaCl, 1 mM EDTA, and a cocktail of protease inhibitors at 1:1000 dilution. The homogenate was centrifuged at 1000 rpm for 10 min at 4 °C to remove tissue debris and nuclei. The resulting supernatant was centrifuged twice at 40,000 x *g* for 20 min at 4 °C and the final pellet was suspended in assay buffer containing 50 mM Tris–HCl (pH 7.4), 120 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, and 1 mM MgCl_2_. [^3^H]-Raclopride (Perkin-Elmer), a selective D2R antagonist was used for D2R saturation experiments. Membranes (50 μl; ~1 μg μl^−1^ final protein concentration) were incubated with 6 increasing doses of [^3^H]-raclopride (range: 1.6–52 nM at 50 μl). The reactions were conducted at room temperature for 1 h in a total volume of 100 μl of assay buffer. Nonspecific binding was measured using nonradioactive 100 μM raclopride in parallel assay tubes and subtracted from total binding to obtain specific [^3^H]-raclopride binding. The incubations were terminated by rapid filtration over Brandel GF/C glass fiber filters washed with ice-cold buffer containing 50 mM Tris–HCl. The filters were pre-soaked in 0.1% polyethyleneimine (Sigma, P3143) at 4 °C for at least 1 h before being incubated overnight in 4 ml high-flash point scintillation cocktail (Lefko-Fluor). Radioactivity content was counted using a liquid scintillation counter. The experiment was repeated three times with three animals/genotype; the distribution of outcomes (Bmax and Kd) were assessed and outliers (>3 standard deviations from the mean) were removed. ANOVA with post-hoc Bonferroni correction was performed to analyze differences in means between WT (*N* = 8) and *Pcm1*^*−/−*^ (*N* = 9) groups, controlling for experimental batch using the removeBatchEffect function within the limma library in R. No inconsistent variation was detected between the groups.

### Human patient recruitment

The Danish cohort was recruited by the Danish Psychiatric Biobank from the psychiatric wards in Copenhagen. All individuals had been diagnosed with SZ according to ICD-10 (F20) at repeated hospital admissions. An experienced research and consultant psychiatrist verified the reliability of the clinical diagnoses using OPCRIT semi- structured interviews^37^. Approximately 85% of the individuals were ethnic Danish (individuals and both parents were born in Denmark), while ~15% of individuals had one parent who was Caucasian and born outside Denmark in another Northern European country -- primarily in Sweden or Norway, secondarily in Germany, the Netherlands, England or France. The healthy control subjects were selected anonymously among 72,000 unpaid voluntary blood-donors from the Blood Donor Corps in the Copenhagen area. The Donor corps included ~5% of the adult population aged 18–65 years. Apparent behavioral abnormality was an exclusion criterion and all individuals stated that they felt completely healthy with a possibility to discuss any health-related issues with a physician. A control subject of equivalent ethnic background was matched to each individual on gender, and year and month of birth. Individuals were recruited according to a protocol approved by the Danish Scientific-Ethical Committee (No 01-024/01) and the Data Protection Agency (No 2001-54-0798).

### Sequencing and statistical analyses

Sequencing was performed on the discovery cohort using an Illumina HiSeq sequencing platform (Illumina) and bclToFastq 1.8.3 (Illumina) was used to generate FASTQ files from bcl (base-calling) files. Sequencing on the replication cohort was performed on an Ion Torrent. Sequences were aligned to the hg19 reference genome using the Burrows-Wheeler Aligner (BWA^65^). The BamUtil package was employed to assess the mapping quality and duplication rates of aligned reads, and Picard and SAMtools were used to remove unmapped read and PCR duplicates. Ten samples were experimental outliers (mapping rate < 95%) and were removed. The GATK^66^ multi-sample HaplotypeCaller was used to make genotype calls^67^ and variant annotation was performed with ANNOVAR^68^. VCF files were converted to PLINK^69^ using PLINK/SEQ and all subsequent sample and variant assessments, including MAF calculations, were performed in PLINK. Identity-by-state (IBS) estimates were generated and eight individuals were identified as either duplicates (*N* = 5) or first-degree relatives (*N* = 3) and were excluded. To determine if population substructure existed among the study samples, we performed PCA using linkage disequilibrium (LD)-pruned common variants (MAF > 5%) with the smartpca program in EIGENSOFT^70^. Genome-wide data from the International HapMap project for the following populations were analyzed with the study samples: CEPH (Utah residents with ancestry from northern and western Europe; CEU); Yoruba in Ibadan, Nigeria (YRI); Japanese in Tokyo, Japan (JPT); and Han Chinese in Beijing, China (CHB). Because the only available genotype data for all study samples were from this targeted sequencing panel, there were only 5,754 variants in genes other than *PCM1* which overlapped the study samples and the HapMap samples. Principal components were plotted using R (www.r-project.org) and inspected for outliers (Supplementary Fig. 10). Nine study samples (1 control and 8 cases) were outliers and were removed. We employed the optimal gene-based sequence kernel association test (SKAT-O) to test for association between *PCM1* and SSZ. SKAT-O includes both burden tests and the original SKAT test to maximize power, as either may be more powerful depending upon the nature of each specific association. SAS v9.4 was used to generate FDR *q*-values, as well as odds ratios and 95% confidence intervals using penalized maximum likelihood for low cell counts (Firth’s method). Human developmental *PCM1* expression data were retrieved from the Allen Brain Atlas of the human developing brain^27^.

### Zebrafish injection and analyses

All zebrafish experiments were approved by the Duke University Institutional Care and Use Committee (Protocol A154-18-06). Using reciprocal BLAST, we identified the annotated zebrafish ortholog for *pcm1* with high amino acid similarity between human and zebrafish (64% similarity and 51% identity). A splice-blocking (SB: 5′-CATCTTAAACATCGCTCGTACCAGT-3′) and translation-blocking (TB; 5′-AGTGCCACCCGTTGCCATGATGAAC-3′) morpholinos (MOs) against exon 6 and the initiation exon of the zebrafish *pcm1* gene, respectively, were designed by Gene Tools. One to four cell stage Casper, Ek, Ek/AB embryos were injected with a 1 nl cocktail at a concentration of 12 ng μl^−1^ and embryos were incubated at 28 °C for 72 hpf for ventricular area assessment and at 23 °C to a 11-somite stage (±one somite) for CE evaluation before live scoring. Validation of MO activity was determined using RT-PCR (Supplementary Fig. 11a,b) with the following primers: dr_β_actin_F: GAGAAGATCTGGCATCACACC; dr_β_actin_R: AGCTTCTCCTTGATGTCACG; dr_pcm1_Ex4F: AGAGGTTGGGATTGGAGGAT; dr_pcm1_Ex7R: AAGTAATGCTCCTGCCAGACA. CRISPR results were generated from three CRISPR guide RNA oligonucleotides that were synthesized, annealed and ligated into pCS2. The CRISPR oligonucleotide sequences are the following, Ex2.1: CCTGCTCCAGGGGTAGACTC, Ex2.2: TAGGATTTCTCCAGAGTCTACCCC, and Ex3: TGTTCCTTGCCCCCAGGTG. Sufficient animal numbers were used according to our previous experience (>30 per allele). Zebrafish were randomized with controls. Quantification was performed blinded to genotype. No inconsistent variation was detected between the groups.

## Supplementary information

Supplementary Information

Peer Review File

## Data Availability

The RNAseq datasets are available at GEO, accession GSE145915. In situ data from the Allen Brain Atlas Allen Brain Atlas [https://mouse.brain-map.org/gene/show/18302]. The publicly-available hg19 human reference genome, as well as the GrCm38r73 mouse genome were used for mapping sequencing data. The human sequencing data is available upon reasonable request and an application for use from The Danish Schizophrenia Registry [https://www.danishhealthdata.com/find-health-data/Den-Nationale-Skizofrenidatabase], and upon approval by the Danish Data Protection Agency. Source data are provided as a Source Data file and all other materials are available upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

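The RNA sequencing data comprise 18 libraries from adult WT and *Pcm1*-/- mice, 3 per genotype in the frontal cortex, the striatum and the hippocampus. The authors trimmed the reads, aligned them to GRCm38 with STAR, kept reads with a single position and counted them on Ensembl genes with HTSeq, and they deposited raw counts, 1 library per file and without normalization. The paper names the GrCm38r73 version of the genome and transcriptome, and its text names neither the versions of the tools nor the strand setting of the counting. Genes were joined by their Ensembl identifiers to a GENCODE annotation of the same genome build. Of the 38561 genes counted, 36639 had a symbol and a position there and 21198 an Entrez identifier. The annotation is of another release than the authors' one.

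Region, genotype, replicate number and lane of each library came from the sample descriptions. Replicate numbers are shared by the genotypes, and the pairing they might carry was measured before it was used as a block. Same-numbered libraries of both genotypes correlated, after removal of the group means, at 0.241 in the frontal cortex, −0.0737 in the striatum and 0.337 in the hippocampus. Libraries with different numbers correlated at −0.122, 0.0448 and −0.164. The block by replicate number was set as an alternative before the data were examined, and it is not in the main model. Libraries of the same animal correlated between regions at 0.267 in mutants and at 0.454 and 0.275 in WT mice with the same and with different replicate numbers. The numbers do not follow the animals in the WT striatum libraries. In the frontal cortex and hippocampus, replicate 2 of both genotypes is the library with counts on the Y chromosome, so the block there also takes out a difference by sex. In the striatum the numbers do not match in this way, and the block gives no check on the striatal results.

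Differential expression was tested in each region with edgeR 4.0.16 in R 4.3.3, using TMM factors, the quasi-likelihood test and Benjamini-Hochberg adjustment over 17545 genes with at least 10 counts in at least 1 of the 18 libraries. CPM values were computed with the same factors, and log2 CPM values used a prior count of 2. A difference of the genotype effect between regions was tested as an interaction in a fit of all 18 libraries. That fit takes the regions of an animal as independent, and the animal as a block was an alternative. Gene sets were tested with fgsea 1.28.0 (sizes from 5 to 2000, seed 1, smallest p 1e-20) on the signed square root of F, and with camera (correlation between genes 0.01) and fry of limma 3.58.1. DESeq2 1.42.0 was the other test of single genes. Tables and plots were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

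Receptor lists were written from receptor nomenclature and marker lists from common cell type markers. The lists, the comparisons, the thresholds, the rule for naming genes and the alternatives were set before the data were examined, except those stated to be chosen later. Genes named are those the paper names, the amine receptor genes at an adjusted p under 0.05 (full statistics for at most the 5 with the smallest p per region), and in each region the 3 largest rises and 3 largest falls among genes at an adjusted p under 0.05 with an average log2 CPM of at least 1 and no overlap between the groups. Alternatives were DESeq2, edgeR's exact test, DESeq2's size factors, other filters, 1 fit of all 18 libraries with and without lane, lane within a region, the replicate number as a block, other thresholds, other rankings and set tests, Reactome sets, and leaving out each library in turn.

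The steps were tested on simulated data with 200 changed genes per region, built from the counts with log2 changes of 1 and 0.5. The quasi-likelihood test recovered 69.5% of them in the frontal cortex, 67.5% in the striatum and 47.5% in the hippocampus, and 6.71%, 6.25% and 4.04% of its calls were false. Changes of 0.5 were recovered in 44%, 46% and 17% of genes. The exact test had 16.2%, 14.6% and 23.0% false calls, DESeq2 14.9%, 15.6% and 21.6%, and the replicate block 13.9%, 8.21% and 7.37%. The exact test recovered 77.5%, 76% and 62% of the changed genes, DESeq2 77%, 78.5% and 67%, and the replicate block 71.5%, 61.5% and 44%. The interaction test recovered 34% of simulated differences with 8.11% false calls. GSEA gave unchanged sets a p of 0.750, 0.488 and 0.564. Simulated genes varied independently, so this does not show how GSEA behaves when genes of a set vary together. No effect of lane, sex, animal or pairing was simulated, and the changed genes were drawn among the more abundant ones.

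Counts on genes per library ranged from 24950537 to 33405081, and the precision of single genes was taken from the spread between libraries. The list of genes altered in schizophrenia, the paper's GO sets and the single reads were not used here. Protein, imaging, behavior and human sequence data were not analysed here.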

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

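The splits drawn for differences between regions, the test of the surroundings of *Cers6* and the search for copies of *Gm6969* were chosen only after the results were seen.

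*Grik1* and *Prag1* had genotype effects that differed between the regions (interaction, adjusted p = 0.0499 for each, edgeR quasi-likelihood test). *Grik1* (chromosome 16 from 87895900 to 88290265) had log2 fold changes of 0.20 in the frontal cortex, −1.31 in the striatum and −0.14 in the hippocampus. In the striatum it measured 8.25 ± 1.46 CPM in WT and 3.32 ± 0.542 CPM in *Pcm1*-/- libraries (SD, n = 3 each), with all mutant libraries below all WT libraries. *Prag1* (chromosome 8 from 36094828 to 36147787) had log2 fold changes of −0.074, 0.37 and 1.15 in the frontal cortex, striatum and hippocampus. Of 100 splits drawn from 256 possible ones that part the same-numbered libraries, 9 gave as many genes at an adjusted p under 0.05, the real one included, and 29 gave as many at an unadjusted p under 0.05. These splits are not a measure of chance alone, since swapping the genotypes of same-numbered libraries in 1 region more than in another turns a shared effect into a difference. The split with the most genes, 954, swapped all 3 pairs of 1 region and none elsewhere. Of the 28 splits that swap as many pairs in each region, 1 gave as many genes, the real one, and the others gave 0 (at most 621 at an unadjusted p under 0.05). Those splits mix the genotypes within groups, which widens the spread, so the grouping of the libraries is not ruled out. DESeq2's size factors left 0 genes (954 at an unadjusted p under 0.05), lane as a covariate 0 (1039) and the animal as a block 0 (1384). In the striatum lane and genotype cannot be told apart, and *Prag1* lies near *Pcm1*.

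Genes near *Pcm1* changed more often than others, a pattern the paper does not report. Of 80 tested genes within 10 Mb of *Pcm1*, with *Pcm1* left out, 31.2% had an unadjusted p under 0.05 in the frontal cortex, 30.0% in the striatum and 20.0% in the hippocampus. Among 17250 genes elsewhere the shares were 15.3%, 13.5% and 9.91%. At an adjusted p under 0.05, 9 genes near *Pcm1* passed in the frontal cortex (one-sided Fisher's exact test, p = 1.06e-05), namely *Leprotl1*, *Dlc1*, *Saraf*, *Dctd*, *Gsr*, *Slc7a2*, *Zdhhc2*, *Ubxn8* and *Gm5345*. In the striatum *Cldn23* passed (p = 0.0183) and in the hippocampus *Prag1* (p = 0.00921, one-sided Fisher's exact test). Those named outside the rule were chosen after their values were seen. *Dctd* fell in all 3 regions (−1.36, −1.10 and −1.16), *Slc7a2* fell (−0.57, −0.55 and −0.55) and *Saraf* rose (0.48, 0.40 and 0.43), each without overlap between the groups. The paper states that the mutants were made from E14Tg2a.4 cells, with a backcross to C57BL/6J mice of at least 3 generations. A candidate explanation is a stretch of the donor cells' chromosome around *Pcm1* whose variants differ from C57BL/6J. An effect of the loss of *Pcm1* on its neighbors cannot be told apart from it, since variants were not analysed here. How far such a stretch reaches was not tested, and *Chrnb3*, called in the frontal cortex, lies on the same chromosome outside the 10 Mb.

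*Cers6* (chromosome 2 from 68861441 to 69114282), which the paper does not discuss, rose by 0.90 in the frontal cortex, 0.78 in the striatum and 0.95 in the hippocampus (adjusted p = 0.00233, 0.0178 and 0.0276, edgeR quasi-likelihood test), with all mutant libraries above all WT libraries in each region. With each library left out in turn, the adjusted p ranged from 0.0515 to 0.1175 in the striatum, above the threshold each time, and from 0.0377 to 0.225 in the hippocampus, above it in 5 of 6 fits, with log2 fold changes of 0.72 to 0.82 and 0.89 to 1.01. Its mean rose from 59.5 to 111 CPM in the frontal cortex, from 46.0 to 78.9 in the striatum and from 71.3 to 137 in the hippocampus. If a stretch of donor chromosome surrounded it, its neighbors would change more often as well. Of 118 tested genes within 10 Mb of it, 2 passed in the frontal cortex (one-sided Fisher's exact test, p = 0.612). A long stretch is therefore unlikely as the source, while a variant in the gene itself cannot be told apart from an effect of the genotype.

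*Gm6969* (chromosome 12 from 24638669 to 24639010), a processed pseudogene that the paper does not discuss, rose by 4.44 in the frontal cortex, 4.53 in the striatum and 5.97 in the hippocampus (adjusted p = 0.00372, 0.00415 and 0.0546, edgeR quasi-likelihood test), and all mutant libraries were above all WT libraries. WT means were 0.157, 0.205 and 0.110 CPM and mutant means 3.45, 4.83 and 7.31 CPM. Of the 293 words of 50 bases in its sequence, 203 (69.3%) also occur in *Cox7a2l*. Reads of a variant allele of *Cox7a2l* may have been placed on the pseudogene. *Cox7a2l* itself changed by −0.037, −0.14 and −0.23. The allele was not analysed here, and no biological explanation was tested.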

How the results depend on the processing

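The exact test and DESeq2 at an unadjusted p, and the interaction with each library left out, were chosen after seeing the data. Where a result changed, the cause was not tested.

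The number of genes at an adjusted p under 0.05, which was 306 in the frontal cortex, 5 in the striatum and 3 in the hippocampus, depended on the test. DESeq2 gave 690, 488 and 220 genes, and edgeR's exact test 658, 257 and 116. Both had more false calls on simulated data than the quasi-likelihood test, and both recovered more of the changed genes. An adjusted p under 0.1 gave 624 genes in the frontal cortex, 23 in the striatum and 4 in the hippocampus. An unadjusted p under 0.05 gave 2685, 2371 and 1736 genes, 2306, 2007 and 1548 by the exact test, and 2092, 2047 and 1705 by DESeq2. Without a filter there were 544, 65 and 4 genes, and with at least 10 counts in every library 317, 3 and 3. All 18 libraries in 1 fit gave 176, 54 and 205 genes, and with lane as a covariate 95, 8 and 160. Lane within the region gave 29 genes in the frontal cortex and 2 in the hippocampus, both of them falling and 1 of them among the 3, and could not be fitted in the striatum. DESeq2's size factors in edgeR gave 296, 7 and 3. The replicate number as a block gave 665, 3 and 9 genes, where the correlation behind the pairing was 0.241 in the frontal cortex, −0.0737 in the striatum and 0.337 in the hippocampus. The striatal block shared 2 genes with the 5, and the replicate numbers match neither the animals nor the Y chromosome counts there. Leaving out each library in turn gave 11 to 825 genes in the frontal cortex, 2 to 5 in the striatum and 1 to 11 in the hippocampus.

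The fall of *Pcm1* passed in all 3 regions under every alternative run, leaving out each library included, with log2 fold changes from −3.54 to −3.38 in the frontal cortex, −3.35 to −3.20 in the striatum and −3.54 to −3.47 in the hippocampus. Striatal *Drd2* passed with DESeq2 (0.29, adjusted p = 0.000218) and the exact test (0.29, adjusted p = 0.0470), in a range over its alternatives of 0.000218 to 0.563. With the block it was 0.29 (adjusted p = 0.222), where the pairing value is −0.0737 and the numbers are mismatched. Leaving out each library in turn gave −0.091 to 0.59 for *Drd2* in the frontal cortex. All 18 libraries stayed closest to their own region under Spearman correlation, the 500 most variable genes, DESeq2's size factors and a prior count of 0.5.

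The gene sets kept their direction and their side of the threshold in 177 of 189 fits. The fits that did not came only from fry and the signal-to-noise ranking, each of which kept 9 of 15 results. Many of the other fits left out 1 library and used the same ranking and permutation of genes. The signal-to-noise ranking has a floor under the SD that grows with abundance. With the signal-to-noise ranking, the NES was 1.26 for amine receptors in the hippocampus, 1.21 for glutamate receptors in the frontal cortex, −1.43 in the striatum and −0.84 in the hippocampus, and for neurotransmitter receptors 1.28 in the striatum and −0.89 in the hippocampus. The adjusted p of fry was 0.0554 for amine receptors in the hippocampus, 0.0533 for neuropeptide receptors there, 0.0554 for glutamate receptors in the frontal cortex and in the striatum, 0.0533 in the hippocampus, and 0.0804 for neurotransmitter receptors in the hippocampus. The adjusted p ranged over the alternatives from 1.63e-06 to 0.145 for amine and 9.42e-09 to 0.0533 for neuropeptide receptors in the hippocampus, from 4.58e-08 to 0.198, 3.33e-06 to 0.0740 and 0.000229 to 0.711 for glutamate receptors in the frontal cortex, striatum and hippocampus, and from 1.02e-10 to 0.711 for neurotransmitter receptors in the hippocampus.

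The 2 genes whose effect differed between regions were 0 with DESeq2's size factors (954 at an unadjusted p under 0.05), 0 with lane as a covariate (1039), 0 with the animal as a block (1384) and 2 with at least 10 counts in every library. They were 0 to 22 with each library left out (0 with 1020 unadjusted without WT striatum replicate 3).

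Apart from *Pcm1* and *Drd2*, of the fits of single genes under alternatives 720 stayed on their side, 63 became weaker, 23 stronger and 33 reversed. The reversals were in genes with no call. Lane within the region and the fit without a filter were not part of the fits of single genes. In the fit of all 18 libraries with lane, *Ndel1* (−0.10), *Arl13b* (0.13) and *Drd4* (0.15) reversed in the striatum, and *Drd4* (0.00724) and *Sdccag8* (−0.030) in the hippocampus. *Sdccag8* in the hippocampus was −0.00564 with DESeq2, −0.00502 with DESeq2's size factors in edgeR, −0.00619 with at least 10 counts in every library and −0.00212 with the block, where the pairing value is 0.337. With each library left out, the changes ranged in the hippocampus from −0.024 to 0.073 for *Pcnt*, −0.035 to 0.092 for *Ndel1*, −0.14 to 0.054 for *Arl13b*, −0.78 to 0.085 for *Drd4*, −0.065 to 0.078 for *Sdccag8* and −0.0998 to 0.080 for *Disc1*. In the striatum they ranged from −0.0021 to 0.036 for *Ndel1*, −0.39 to 0.096 for *Drd4*, −0.15 to 0.53 for *Disc1* and −0.21 to 0.16 for *Gapdh*, and in the frontal cortex from −0.041 to 0.050 for *Ndel1*, −2.43 to 0 for *Drd3* and −0.090 to 0.047 for *Arl13b*.

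The depth limits *Drd3* outside the striatum and *Drd4* in all 3 regions, where changes were not detectable.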

Differences from the paper's values

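The paper's Fig. 4a shows, read by eye, about 970 genes up-regulated and about 720 down-regulated in *Pcm1*-/- frontal cortex, where 247 rose and 59 fell here. For the striatum it shows about 1100 up-regulated and about 1200 down-regulated genes, against 4 and 1 here. For the hippocampus it shows about 1100 and about 1500, against 2 and 1 here. The labels and bars of that figure seemed not to match each other, so these readings are uncertain.

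Of the alternatives set before the data were examined, an unadjusted p under 0.05 brought 4 of these 6 numbers within 1.5 times the paper's, with 1375 rising genes in the frontal cortex, 1147 rising and 1224 falling in the striatum, and 849 rising in the hippocampus. The falling genes still differed, with 1310 in the frontal cortex and 887 in the hippocampus. None of the other alternatives brought any of the 6 numbers within that range. Among settings chosen after seeing the values, the exact test at an unadjusted p came within it for rising genes in the frontal cortex (1154) and both directions in the striatum (916 and 1091). DESeq2 at an unadjusted p, also chosen after seeing the values, came within it for both directions in the frontal cortex (1099 and 993) and the striatum (967 and 1080) and for rising genes in the hippocampus (807).

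By these uncertain readings of the paper's figure, the frontal cortex has the fewest genes. Here it has the most, with 306 against 5 in the striatum and 3 in the hippocampus. With all 18 libraries in 1 fit the hippocampus had the most, with 205 genes against 176 in the frontal cortex and 54 in the striatum, and with lane in that fit 160 against 95 and 8.

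The paper states that transcript levels of the D2R were altered. Here *Drd2* passed in no region (adjusted p = 0.633 in the frontal cortex, 0.128 in the striatum and 0.426 in the hippocampus, edgeR quasi-likelihood test). In the striatum it passed with DESeq2 (adjusted p = 0.000218) and the exact test (adjusted p = 0.0470), in a range over its alternatives of 0.000218 to 0.563. Its striatal log2 fold change was 0.29, a rise in 3 of 3 mutant libraries, while the paper describes lower D2R binding there as matching its RNA sequencing.

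The paper states that dopaminergic receptors changed in all 3 regions. Here *Drd1* in the frontal cortex passed (0.68, adjusted p = 0.0177, edgeR quasi-likelihood test) and no other dopamine receptor did in any region. In the striatum, *Drd1* passed with DESeq2 (adjusted p = 1.69e-05), the exact test (adjusted p = 0.000944) and all 18 libraries in 1 fit (adjusted p = 0.0230), and *Drd3* with the exact test (adjusted p = 0.0471). In the hippocampus, *Drd1* passed with DESeq2 (adjusted p = 0.0281), 1 fit (adjusted p = 0.0230) and lane in that fit (adjusted p = 0.0438), and *Drd5* with DESeq2 (adjusted p = 0.000179), the exact test (adjusted p = 0.00137) and 1 fit (adjusted p = 0.0274). In the frontal cortex, *Drd5* passed with DESeq2 (adjusted p = 0.00576), the exact test (adjusted p = 0.00490), 1 fit (adjusted p = 0.0259) and the replicate number as a block (adjusted p = 0.0177), where the pairing value is 0.241. Over the alternatives the adjusted p ranged from 1.69e-05 to 0.4835 for *Drd1* in the striatum, 0.0230 to 0.919 for *Drd1* and 0.000179 to 0.919 for *Drd5* in the hippocampus, and 0.00490 to 0.187 for *Drd5* in the frontal cortex.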

Other observations

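The splits for gene sets, the tests of multi-pass proteins, of abundance and of neurons for amine receptors, and the tests of single abundant genes and of depth were chosen only after the results were seen.

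In each region, 10 splits of the 6 libraries into groups of 3 exist, and 4 of them part all same-numbered libraries as the real one does. The others mix pairs. In each region 1 of those 4 splits, the real one, gave as many genes at an adjusted p under 0.05, and the other splits gave at most 5 genes in the frontal cortex, 3 in the striatum and 2 in the hippocampus. At an unadjusted p, 2 of the 10 splits in the striatum and 3 of the 10 in the hippocampus gave as many genes. Those other than the real split gave 2486 genes in the striatum and 2407 and 2280 in the hippocampus. Each of them put both libraries with Y chromosome counts on one side, so a difference by sex may be in their numbers. Of the splits that part those libraries, the real one gave the most genes in both regions. For the 5 receptor lists, 1 of the 4 splits had a score as far from 0 in each region, except glutamate receptors in the striatum, where 2 of the 4 had. Replicate numbers in the striatum do not match the Y chromosome counts, so parting by number does not always part the sexes there. Of all 10 splits, 3 had so for glutamate receptors in the frontal cortex and 3 in the striatum. The striatal ones other than the real split (2.24 and 2.16) put both libraries with Y chromosome counts on one side. Of the striatal splits parting those libraries, only the real one was as far from 0. In the frontal cortex the split at −2.33 parted them and the one at 2.24 did not. With so few splits the grouping of the libraries remains a possible explanation. The frontal cortex split of lanes 3, 4 and 4 against lane 5 gave 1 gene and an amine receptor NES of −2.14. Its glutamate receptor NES was −2.33, farther from 0 than the 2.06 of the genotypes. That split sets 2 WT and 1 mutant library against 1 WT and 2 mutant libraries, so lane and genotype cannot be told apart from it. With lane as a covariate in the fit of all 18 libraries, the glutamate receptor NES in the frontal cortex was 1.93 (adjusted p = 0.000716, in a range over its alternatives of 4.58e-08 to 0.198). In the hippocampus, lane 3 against the others gave 0 genes (248 at an unadjusted p under 0.05). In the striatum the split by lane is the split by genotype.

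Technical explanations of the differentially expressed genes were tested with correlations across genes, which are not independent replicates, and a size of 0.3 was taken as a bias. Log2 fold changes correlated with transcript length at −0.0605 in the frontal cortex, 0.000507 in the striatum and 0.0305 in the hippocampus (Spearman), and with GC content at −0.157, −0.00178 and −0.104. The striatal changes correlated at −0.00708 (Pearson) with the effect of lanes 3 and 4 against lane 5 estimated in the other regions. Lane there is partly tied to single animals, and whether a lane effect repeats between regions was not tested, so this does not exclude a lane effect in the striatum. In the fit of all 18 libraries, lane as a covariate lowered the number of striatal genes from 54 to 8. Without the mitochondrial genes, 301 genes passed in the frontal cortex, 7 in the striatum and 3 in the hippocampus, of which 294, 5 and 3 were among those called with them. With all libraries thinned to the smallest of the region, 266, 4 and 3 genes passed, and 262, 4 and 3 of them were shared.

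Marker lists were tested with camera and adjusted over 11 lists in 3 regions. Oligodendrocyte genes were lower in *Pcm1*-/- libraries in all 3 regions, 15 of 15 each time, with medians of −0.28, −0.43 and −0.59 in the frontal cortex, striatum and hippocampus (adjusted p = 2.54e-06, 8.62e-10 and 2.87e-08, camera). Microglia genes had medians of −0.25, −0.37 and −0.29 (adjusted p = 3.10e-05, 1.04e-07 and 0.00114, camera), lower in 15, 15 and 14 of 15. Blood vessel genes had medians of −0.32, −0.18 and −0.41 (adjusted p = 0.000113, 0.000911 and 1.04e-07, camera), lower in 14, 13 and 14 of 15. Red blood cell genes had medians of −1.21, −1.01 and −1.52 (adjusted p = 4.28e-05, 0.0479 and 4.42e-08, camera), lower in 6, 5 and 5 of 6. Astrocyte genes had medians of −0.12, −0.080 and −0.13 (adjusted p = 0.0322, 0.0509 and 0.0322, camera), lower in 10 of 15 each time. A different share of these cells or of blood in the dissected tissue may contribute to the changes, and an effect of the genotype on these cells cannot be told apart from it.

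Lists that mark neighboring structures differed by region. Thalamus genes had medians of −0.024, −0.48 and −1.49 (adjusted p = 0.455, 1.20e-05 and 1.44e-15, camera), lower in 8, 15 and 15 of 15. Choroid plexus genes had medians of −0.23, −3.48 and −0.64 (adjusted p = 0.226, 0.000415 and 7.14e-05, camera), lower in 13, 20 and 20 of 20. The differences in the striatum and hippocampus rested on single libraries, as the mean log2 CPM of the list in the striatum was 5.80 in WT replicate 3 and 0.466 to 1.88 in the others, and in the hippocampus 1.83 in mutant replicate 2 and 4.60 to 5.92 in the others. Of the 20 choroid plexus genes, 13 fell in the striatum and 0 in the hippocampus at an unadjusted p under 0.05. Striatal projection neuron genes had medians of 0.052, 0.11 and 0.041 (adjusted p = 0.0688, 3.10e-05 and 0.789, camera), higher in 12, 17 and 10 of 20. Genes of cortical and hippocampal excitatory neurons had medians of 0.039, −0.60 and 0.19 (adjusted p = 0.126, 0.624 and 0.00807, camera), higher in 10, 4 and 13 of 15. Ependymal genes had medians of −0.17, 0.25 and −0.13 (adjusted p = 0.510, 0.00179 and 0.220, camera), higher in 7, 17 and 7 of 20. Immediate early genes had medians of 0.14, 0.33 and 0.42 (adjusted p = 0.0191, 2.93e-07 and 2.33e-13, camera), higher in 14, 17 and 18 of 19. Differences in dissection are a possible explanation of part of the changes in the striatum and hippocampus, and differences in neuronal activity before it of part of the changes in all 3 regions. Counts of *Ttr*, a choroid plexus gene chosen after its values were seen, were 687, 704 and 161015 in the WT striatum libraries and 220, 3946 and 81 in the mutant ones.

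For the amine receptor scores, 3 further explanations were tested. Among 1371 tested genes with a multi-pass membrane protein, amine receptors still ranked high, with an NES of 1.64 in the frontal cortex (p = 0.00142), 1.93 in the striatum (p = 0.000148) and 1.63 in the hippocampus (p = 0.00774, GSEA permutation over genes, unadjusted). The other 1077 multi-pass genes also rose (adjusted p = 3.02e-08 in the frontal cortex, 0.0162 in the striatum and 0.0162 in the hippocampus, camera over 12 tests), with medians of 0.092, 0.049 and 0.043. Of 10000 drawn lists of matched expression, the share with a median as high was 1e-04 in each region, the smallest these draws can give, so low abundance is unlikely as the source. The amine medians were 0.30, 0.27 and 0.32. Pan-neuronal genes (n = 20 genes) did not change as a group (camera p = 0.13, 0.118 and 0.3, adjusted p = 0.247 in the frontal cortex, 0.247 in the striatum and 0.4 in the hippocampus), with medians of 0.035, −0.047 and −0.019, and this list gave no sign of a larger share of neurons. The lists of striatal projection neurons in the striatum, of excitatory neurons in the hippocampus and of oligodendrocytes, microglia and blood vessels in all 3 regions did change, so a different make-up of the tissue remains a possible explanation. The splits of the libraries, and lane in the striatum, leave technical explanations open as well.

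Cilium assembly genes (48 tested) and centriolar satellite genes (23 tested) had no gene at an adjusted p under 0.05. At an unadjusted p under 0.05, 1 rose and 4 fell, 4 rose and 0 fell, and 2 rose and 1 fell among cilium assembly genes in the frontal cortex, striatum and hippocampus. Among centriolar satellite genes the numbers were 0 and 4, 1 and 1, and 0 and 0. As groups, their adjusted p was 0.247 in the frontal cortex, 0.838 in the striatum and 0.838 in the hippocampus for cilium assembly and 0.102 in the frontal cortex, 0.4 in the striatum and 0.838 in the hippocampus for centriolar satellites (camera over 12 tests).

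Mitochondrial genes took 4.77 ± 0.816% of counts in WT and 3.37 ± 0.183% in *Pcm1*-/- frontal cortex (SD, n = 3 each, exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The shares were 6.57% and 5.58% in the striatum (exact p = 0.2) and 5.37% and 4.01% in the hippocampus (exact p = 0.5). In the frontal cortex, 5 of 19 mitochondrial genes passed, all lower in mutants.

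Counts of *Ddx3y*, on the Y chromosome, were 1437 to 2303 in mutant replicate 2 of each region, in WT replicate 2 of the frontal cortex and hippocampus and in WT replicate 3 of the striatum, and 0 to 3 in the other libraries. *Xist* had 10 to 24 counts in the former libraries and 8361 to 15627 in the latter.

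Of the other genes the paper names, *Pcnt*, *Ndel1*, *Ahi1*, *Adcy3*, *Arl13b*, *Sdccag8*, *Cux1*, *Rpgrip1l*, *Bcl11b* and *Disc1* had no change at an adjusted p under 0.05 in any region (edgeR quasi-likelihood test). *Ahi1* in the striatum had a log2 fold change of 0.35 (adjusted p = 0.147, edgeR) and passed with DESeq2 (adjusted p = 0.00453) and the exact test (adjusted p = 0.0338), in a range over its alternatives of 0.00453 to 0.525. *Cux1* in the hippocampus had −0.39 (adjusted p = 0.391, edgeR) and passed with DESeq2 (adjusted p = 0.0462), in a range of 0.0462 to 0.919. *Gapdh* measured 2.23 to 3.96 CPM as group means, and reads with several possible places were not counted.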
